# Interpretable machine learning uncovers epithelial transcriptional rewiring and a role for Gelsolin in COPD

**DOI:** 10.1172/jci.insight.180239

**Published:** 2024-11-08

**Authors:** Justin Sui, Hanxi Xiao, Ugonna Mbaekwe, Nai-Chun Ting, Kaley Murday, Qianjiang Hu, Alyssa D. Gregory, Theodore S. Kapellos, Ali Öender Yildirim, Melanie Königshoff, Yingze Zhang, Frank Sciurba, Jishnu Das, Corrine R. Kliment

**Keywords:** Cell biology, Pulmonology, COPD, Cytoskeleton

## Abstract

Transcriptomic analyses have advanced the understanding of complex disease pathophysiology including chronic obstructive pulmonary disease (COPD). However, identifying relevant biologic causative factors has been limited by the integration of high dimensionality data. COPD is characterized by lung destruction and inflammation, with smoke exposure being a major risk factor. To define previously unknown biological mechanisms in COPD, we utilized unsupervised and supervised interpretable machine learning analyses of single-cell RNA-Seq data from the mouse smoke-exposure model to identify significant latent factors (context-specific coexpression modules) impacting pathophysiology. The machine learning transcriptomic signatures coupled to protein networks uncovered a reduction in network complexity and new biological alterations in actin-associated gelsolin (GSN), which was transcriptionally linked to disease state. GSN was altered in airway epithelial cells in the mouse model and in human COPD. GSN was increased in plasma from patients with COPD, and smoke exposure resulted in enhanced GSN release from airway cells from patients with COPD. This method provides insights into rewiring of transcriptional networks that are associated with COPD pathogenesis and provides a translational analytical platform for other diseases.

## Abstract 2

We applied the novel interpretable machine learning models to the mouse model of COPD identify previously unrealized pathways earlier in human COPD. We found that gelsolin, an actin-regulating factor, in released from airway epithelial cells after CS exposure and is increased in the plasma of patients with COPD.

## Introduction

Chronic obstructive pulmonary disease (COPD) pathogenesis is characterized by alveolar destruction (emphysema), airway remodeling, and chronic inflammation. Notable changes occur in the epithelial, endothelial, and inflammatory cell lineages (1–5). Cigarette smoke (CS) results in the activation and alteration of a number of cellular function pathways in the host, such as immune activation, protease production, cytoskeletal remodeling, and cell death (6–9). Prior studies using standard methods of transcriptomic analysis of cell subpopulations in mouse and human lungs have informed our knowledge of COPD pathogenesis (1, 10). However, the understanding of cell-specific changes and transcriptional gene interactions in COPD remain limited due to the associated difficulties in achieving further granularity within high-dimensional data. The traditional single-cell RNA sequencing analysis pipeline provides differential gene expression however fails to identify gene interactions or latent factors that may be important for COPD pathogenesis.

To expand our understanding of the epithelial cell-specific transcriptional changes contributing to CS-induced lung injury, we utilized new unsupervised and supervised interpretable machine learning approaches to analyze single-cell RNA-Seq (scRNA-Seq) data from the mouse smoke exposure model. The CS exposure model in mice recapitulates many of the features of human disease, including chronic inflammation, cytoskeletal remodeling, cellular senescence, and alveolar epithelial cell injury (5, 11–16) and allows for the study of earlier disease processes. First, we used latent variable model with overlapping clusters (LOVE), an unsupervised latent factor approach that we coupled to the analyses of known protein-protein interactions to identify transcriptional signatures that were rewired by exposure to CS in the epithelial cell population. Next, we used significant latent factor interaction discovery and exploration (SLIDE) (17), a supervised interpretable latent factor regression approach on the expression data to uncover significant latent factors that can discriminate between epithelial cells exposed to air versus CS and provide insights into pathophysiological processes underlying the transcriptional rewiring. Using these interpretable machine learning approaches, we identified CS-induced transcriptional rewiring of cytoskeletal-related genes including gelsolin (GSN).

GSN is an actin-modifying cytoskeletal protein that has been shown to be increased in plasma from healthy smokers compared with healthy nonsmokers (18) and in the urine of individuals with α-1 antitrypsin deficiency–related COPD (19), and dysregulation has been implicated in other pulmonary diseases, including interstitial lung disease and acute lung injury (20–22). The role of GSN in CS-induced COPD remains unknown. Using the LOVE/SLIDE interpretable machine learning approach, we identified previously unknown epithelial cell–specific transcriptional rewiring of the actin-modifying gene *GSN* in CS-related lung disease and demonstrate its function in epithelial cells in COPD.

## Results

We analyzed scRNA-Seq profiles of single cell lung suspensions from C57BL/6J mice exposed to 6 months of air or CS using standard cell-centric analysis and a functional network-centric analysis called LOVE (Figure 1A). This standard smoke exposure model resulted in alveolar enlargement (emphysema) reflected as alveolar mean cord length, which we confirmed using 2 different analysis platforms (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.180239DS1). 

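The counts analysed here came from the left lung lobes of 8 female mice, 4 air mice (replicates 1 to 4) and 4 CS mice (replicates 5 to 8), with 1 10x library per mouse and 6 months of exposure. The authors' deposited count matrices held 32285 genes. Cells were kept with more than 200 and fewer than 3000 detected genes and less than 25% mitochondrial UMIs, then clustered and named from marker genes. A name such as AT2-like is a rebuilt name, and a difference from the paper's cluster of that name may come from the rebuilding. Doublets were scored in each mouse and kept. As doublets 1640 of 39624 cells were taken, a number set by an assumed rate of 0.8% per 1000 cells of a mouse.

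The mouse was the unit of every test. Counts of each cell type were summed per mouse and compared with edgeR, with the Benjamini-Hochberg adjustment over the tested genes of that type. Positive log2 fold changes mean higher in CS mice. Shares of cells and shares of cells with a UMI were compared by a two-sided exact permutation test over the 70 ways to split 8 mice into 4 and 4, whose lowest possible p is 0.0286. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation.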

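The 4 air mice kept 4283, 4810, 5306 and 6171 cells after filtering and the 4 CS mice 4207, 3225, 6721 and 4901. That made 20570 cells of air mice and 19054 of CS mice, 39624 together and 4953 per mouse on average. The upper limit of 3000 detected genes removed 3192 barcodes of air mice and 4497 of CS mice, and with them many airway cells: 2528 ciliated-like cells stood without the limit against 914 with it, and 1897 club-like cells against 763. Median UMIs per cell were 3116 in air mice and 3341 in CS mice (two-sided exact p = 0.229).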

After 6 months of CS exposure, the final dataset consisted of analysis of 39,633 total cells, an average of 4,954 cells per mouse (*n* = 4 mice per group; Total cells: 20,578 air; 19,055 smoke). We identified 34 clusters representing 22 distinct cell types in both control and CS-exposed lungs based on representative marker genes, demonstrating inclusion of all known major cell lineages: myeloid, lymphoid, epithelial, endothelial, and stromal (Figure 1B). 

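Myeloid, lymphoid, epithelial, endothelial and stromal cells were all present in both groups. The largest types were vascular endothelial-like cells (7019 cells), alveolar macrophage-like cells (4416), B cell-like cells (4132), T cell-like cells (4125) and AT2-like cells (3786). Among the smaller epithelial types were AT1-like (1092 cells), ciliated-like (914), club-like (763) and mesothelial-like cells (204).

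The 39624 cells formed 46 clusters and 25 named types. Ager and Hopx marked AT1-like clusters 15 and 30, Sftpc and Lamp3 marked AT2-like clusters 4, 24 and 27, and Foxj1 marked ciliated-like clusters 21 and 32. Cluster 20 carried markers of more than 1 class (Lyve1, Vcam1 and Vwf) and stayed unnamed (1.65% of air cells, 1.53% of CS cells). Clusters 42 to 46 had a mean doublet score above 0.75, a limit set after the clusters were seen, and were kept out of every type; they held 0.574% of air cells and 0.415% of CS cells.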

For cell type identification of the derived clusters, we compared previously defined gene expression lists for mouse lungs to the differential expressed genes representing each cluster (23). Cell clusters were found to express canonical markers for the respective cell types (Figure 1C). 

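Scgb1a1, which encodes the main secreted protein of club cells (chromosome 19, 9083636–9087958, GRCm38, GENCODE vM21), was found in every type. Club-like cells held a mean of 2891.3 UMIs per cell in air mice and 1792.5 in CS mice, where most came from cluster 31 in air mice (175 of 323 cells) and cluster 28 in CS mice (295 of 440). B cells are not known to make it, and B cell-like cells held 8.20 ± 4.82 UMIs per cell in air mice and 17.6 ± 12.6 in CS mice (two-sided exact p = 0.229). AT1-like cells held 8.43 ± 4.48 and 25.8 ± 19.8, ciliated-like cells 78.2 ± 73.1 and 33.6 ± 13.7, and AT2-like cells 24.8 ± 3.02 and 39.3 ± 18.1. In endothelial, fibroblast, lymphoid and macrophage types the means stood between 7.54 and 11.0 in air mice and between 15.7 and 19.4 in CS mice, so the same small amount lay on cells of unlike kinds in each group.

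**Figure D1:**
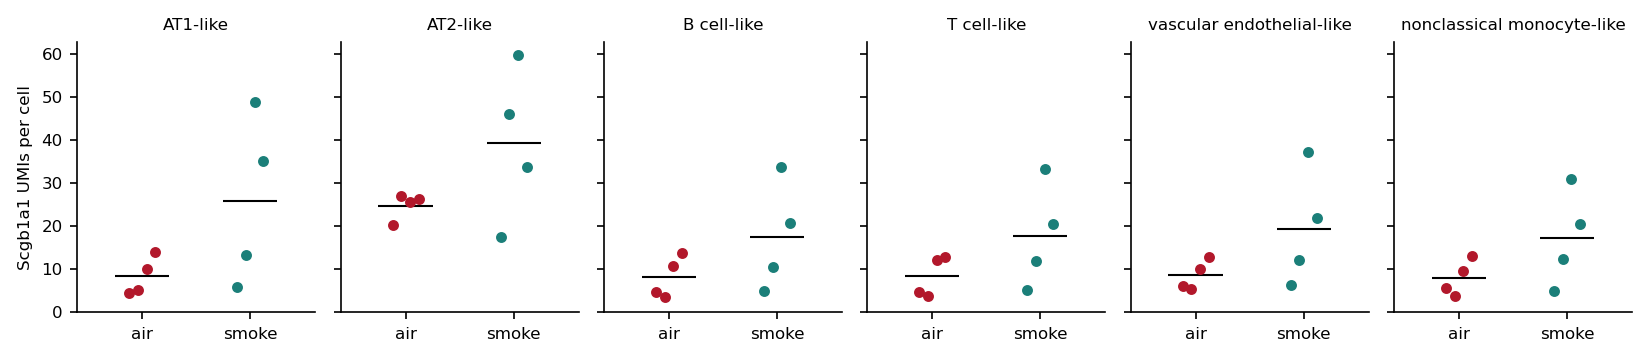
Mean Scgb1a1 UMIs per cell in 6 cell types, 1 point per mouse, for 4 air mice and 4 CS mice.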

The *Scgb1a1* gene was detected in all cells in our analysis with increased expression levels in club cells, similar to that reported previously (23). We did not detect a distinct cluster of goblet cells, which were included in the club cell cluster based on *Bpifb1* gene expression. 

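Bpifb1 encodes an antibacterial protein of mucous airway cells. It led the genes of club-like cluster 31 together with Scgb3a1, Lypd2 and Muc5b, a gel-forming mucin of goblet cells. Cluster 28, the other club-like cluster, was led by Aox1 and Cyp1b1, which encode metabolising enzymes. No cluster held goblet markers apart from club markers. Air mice had 148 cells in cluster 28 and 175 in cluster 31, and CS mice had 295 and 145. Median UMIs per cell were 1595 in cluster 28 and 5492.5 in cluster 31. Over both clusters, Bpifb1 showed no detected change (log2 fold change -0.85, edgeR adjusted p = 0.225), and with doublets removed its log2 fold change was 0.45.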

We observed only subtle changes in the majority of cell marker genes with CS exposure (Figure 1C, red versus teal columns by cell type).

Cell set frequencies by cluster were determined to examine the effect of CS on the lung cell distributions. Cell counts were determined by the number of cells identified per cluster and proportion was determined based on the total number of cells assayed per mouse. Exposure to 6 months of CS resulted in significant changes in cell set frequencies in immune cell subsets, with an increase in alveolar macrophage (AM) clusters A (AM^A^) and B (AM^B^), and a decrease in CD4^+^ T cells (Supplemental Figure 2A). 

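Alveolar macrophage-like cells, which clear inhaled particles, took 8.87 ± 1.17% of the cells of air mice and 13.6 ± 1.96% of those of CS mice (two-sided exact p = 0.0286, adjusted over 25 types 0.357). All 4 CS mice (11.9, 13.0, 13.1 and 16.4%) stood above all 4 air mice (10.5, 7.73, 8.86 and 8.41%). The gain sat in cluster 3, 7.56% to 11.2% (exact p = 0.0286), and cluster 23, 0.660% to 1.75% (exact p = 0.0286). Cluster 23 held cells with little RNA, a median of 891 UMIs against 4727.5 in cluster 3, and CS mouse 7 gave 43.4% of them: its difference of 1.09 percentage points fell to 0.576 without that mouse. Cluster 33, led by the division genes Mki67 and Top2a, held 0.656% and 0.701% (exact p = 0.714).

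Gata3 directs the fate of type 2 lymphocytes, and the Gata3+ lymphocyte-like cluster took 1.33 ± 0.331% in air mice (1.75, 1.33, 0.942 and 1.31%) and 1.91 ± 0.188% in CS mice (1.71, 1.80, 2.01 and 2.12%; exact p = 0.0571, adjusted 0.357). Its leading genes Il1rl1, Nmur1 and Il2ra are those of group 2 innate lymphoid cells as much as of CD4 T helper cells. Mesothelial-like cells, which line the pleura, took 0.349 ± 0.199% and 0.705 ± 0.0826% (exact p = 0.0286, adjusted 0.357). No type passed the adjusted threshold, which 70 splits over 25 types can hardly reach.

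**Figure D2:**
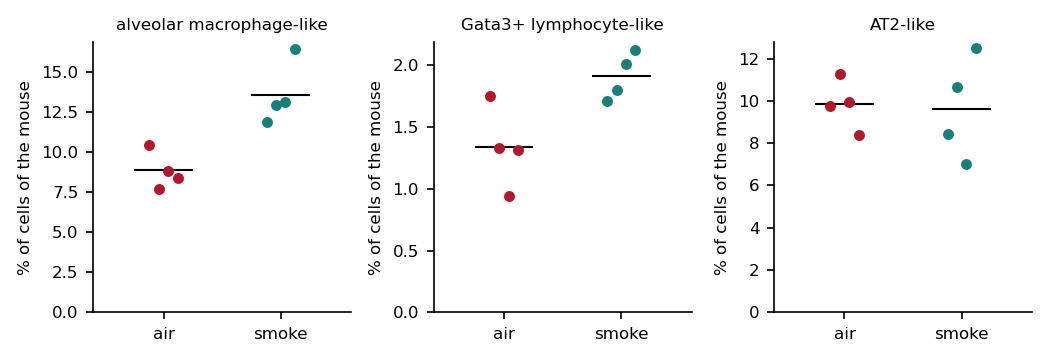
Share of each mouse's cells in the cell types named here, 1 point per mouse, for 4 air mice and 4 CS mice.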

There was also a decreasing trend in frequency of type II pneumocytes, cluster A (Supplemental Figure 2B). 

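AT2 cells make surfactant and renew the alveolar lining. All AT2-like cells together took 9.84 ± 1.18% of cells in air mice (9.76, 11.3, 9.95 and 8.38%) and 9.64 ± 2.41% in CS mice (8.41, 10.6, 7.02 and 12.5%), with no detected difference (two-sided exact p = 0.857, adjusted 0.923). The sign of the difference turned from -0.199 to 0.474 percentage points with no upper gene limit, and ranged from -1.15 to 0.673 as each mouse was left out, above 0 without air mouse 2 or CS mouse 5 or 7.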

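In 2 of 21 types, AT2-like and dendritic cell-like cells, the shift between air and CS mice was larger than in every other split of the mice. The shift of a type was the distance between the mean positions of air and CS mice over the mean distance among mice of a group, on 30 principal components. It was 0.966 in AT2-like cells, with an exact p of 0.0286 over 35 splits (adjusted over types 0.257), and 0.785 in dendritic cell-like cells (exact p = 0.0286, adjusted 0.257). Interstitial macrophage-like cells had a larger ratio, 1.23, that other splits matched (exact p = 0.0571). No type passed the adjusted threshold. On 10 components the AT2-like ratio was 0.770 (exact p = 0.257) and the dendritic cell-like ratio 0.654 (exact p = 0.229), so both calls rested on the number of components.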

Shifts in the transcriptional state of cell clusters was subtle in most clusters using UMAP projection (Supplemental Figure 2C). We next determined the transcriptional rewiring that occurs due to CS using interpretable machine learning and network approaches on single-cell transcriptomic data from epithelial cell subsets. We define transcriptional rewiring as changes in transcriptional state due to an external stimulus, such as CS.

### Lung epithelial cell heterogeneity occurs after smoke exposure.

After 6 months of CS exposure, we identified 6 distinct epithelial subclusters including alveolar type 1 pneumocytes (AT1), alveolar type 2 pneumocytes (AT2^A^ and AT2^B^), ciliated, club, and mesothelial cells (Figure 1, B and C). There was a nonsignificant trend toward a decrease in the cell frequency of the AT2^A^ subcluster with CS (Supplemental Figure 2B, *P =* 0.17). 

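The AT2-like cells split by how much RNA they held. Cluster 4, led by Sftpc, Lyz1 and Sftpa1 with a median of 9629 UMIs per cell, took 6.62% of cells in CS mice, with a difference of -1.18 percentage points from air mice (two-sided exact p = 0.200). Cluster 24 carried the same surfactant genes at a median of 1028 UMIs and took 1.14% and 1.46% (exact p = 0.171). Cluster 27, whose median mitochondrial share was 8.11%, took 0.904% and 1.56% (exact p = 0.114). The lower share of the RNA-rich cells in CS mice was thus matched by higher shares of AT2-like cells with little RNA, none of them past the test. These differences kept their sign with any 1 mouse left out, but their size hung on single mice. That of cluster 4 was -0.617 without CS mouse 7. Without CS mouse 8 that of cluster 24 went from 0.321 to 0.203, and that of cluster 27 from 0.657 to 0.320.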

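Ciliated-like cells, which move mucus up the airway, had 62 genes higher and 140 lower in CS mice. Club-like cells, which secrete and detoxify, had 62 higher and 50 lower, AT2-like cells 57 and 23, and AT1-like cells, which form the gas-exchange surface, 23 and 19 (edgeR, adjusted p below 0.05). The balance turned in some other settings: 386 higher and 298 lower in ciliated-like cells with no upper gene limit, 45 and 94 in club-like cells by DESeq2, and with the test over cells 41 and 29 in ciliated-like and 54 and 99 in AT2-like cells. In AT1-like cells it was 12 higher and 16 lower with the test over cells, and 15 and 35 without CS mouse 7. Mesothelial-like cells had 0 genes called by edgeR of 1279 tested, with 105 below an unadjusted p of 0.05. DESeq2 also called 0, and with CS mouse 6 left out 1 gene was called. In each of the 4 types with calls, the split by exposure called more genes than any of the other 34 splits of the mice (highest other 2 in ciliated-like, 11 in club-like, 18 in AT2-like and 20 in AT1-like cells).

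The airway counts depended on which cells were kept. With doublets removed, AT2-like cells had 108 genes called and AT1-like cells 69, while 1 gene stayed called in ciliated-like cells and 9 in club-like cells, where fewer genes could be tested (3914 and 2745); every called gene tested there kept its sign. With no upper gene limit the counts were 684 and 804. Clusters 21 and 32 held 378 and 140 ciliated-like cells in CS mice against 218 and 178 in air mice, and clusters 28 and 31 held unlike parts of the club-like cells in the 2 groups. Without air mice 1, 2, 3 and 4 in turn the counts were 12, 17, 217 and 340 in ciliated-like, 27, 50, 97 and 337 in club-like, 52, 52, 49 and 65 in AT2-like, and 19, 14, 37 and 54 in AT1-like cells. Without CS mice 5, 6, 7 and 8 they were 16, 54, 32 and 126, then 214, 35, 29 and 72, then 114, 42, 43 and 46, and 38, 46, 50 and 9.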

Among epithelial cells, AT2^A^ cells had the highest number of DEGs, followed by club, ciliated, AT2^B^, and mesothelial cells (Supplemental Table 1). We compared the top 5 differentially expressed genes (DEGs) between 6 months of air and CS exposure (Figure 2A, Supplemental Table 2), separating out unique genes from those that were up or downregulated in multiple cell types (Supplemental Figure 3, A–C). 

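The top genes of the paper's AT1, AT2, ciliated and club clusters kept their direction here, and those of other clusters not always. In AT1-like cells all 10 top genes of the paper kept their direction and 7 were called. In AT2-like cells the genes of AT2 A kept theirs in 10 of 10, with 6 called, and those of AT2 B in 10 of 10, with 2 called. Ciliated-like cells had 10 of 10 with 8 called, and club-like cells 10 of 10 with 9 called. With doublets removed 9 of 10 were called in AT1-like, 0 of 10 in ciliated-like and 4 of 10 in club-like cells. With no upper gene limit 0 of 5 lowered and 4 of 5 raised genes were called in ciliated-like cells. In mesothelial-like cells 0 of 5 lowered and 4 of 5 raised genes could be tested, and these 4 kept their direction with 0 called; with no upper gene limit 4 of 5 lowered and 5 of 5 raised genes kept theirs, with 1 called. In interstitial macrophage-like cells all 10 were called, while in nonclassical monocyte-like cells 10 of 10 kept their direction and 0 were called. In alveolar macrophage-like cells, set against 4 clusters of the paper, 10 of 10 genes of cluster A kept theirs, 8 of 10 of B, 6 of 9 of C and 4 of 10 of D, with 0 called. For the paper's cluster B of B cells it was 7 of 8, and of capillary endothelium 9 of 10. No gene was called in the opposite direction. These genes were chosen on the same mice, so the tally is not independent evidence.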

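Scgb1a1 and Scgb3a1 encode secreted airway proteins, Cyp2f2 a club cell enzyme that oxidises inhaled chemicals, and Selenbp1 a selenium-binding oxidase. Selenbp1 rose in AT1-like cells (log2 fold change 1.11, standard error 0.16, edgeR adjusted p = 3.08e-04, all 4 CS mice above all 4 air mice) and AT2-like cells (log2 fold change 0.79, standard error 0.09, edgeR adjusted p = 1.58e-04, all 4 CS mice above all 4 air mice). Cyp2f2 (log2 fold change 2.58, standard error 0.45, edgeR adjusted p = 0.00340, 0.0898 by DESeq2, 0.132 with no upper gene limit) and Scgb1a1 (log2 fold change 1.83, standard error 0.42, edgeR adjusted p = 0.0308, 0.128 without air mouse 2, 0.366 by DESeq2, 0.235 with no upper gene limit) rose in AT1-like cells. In AT2-like cells neither passed, Cyp2f2 (0.29, edgeR adjusted p = 0.315) and Scgb1a1 (0.70, edgeR adjusted p = 0.180). Scgb3a1 was higher in both types without passing, with log2 fold changes of 1.74 (edgeR adjusted p = 0.0767) in AT1-like and 1.86 (edgeR adjusted p = 0.0619) in AT2-like cells.

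The airway transcripts were higher well beyond the alveolus. Scgb1a1 was higher in 20 of 22 types tested, and Cyp2f2 in 14 of 15. In AT1-like cells the list of airway secretory genes had 5 of 9 called up (7 adjusted over the list alone, median log2 fold change 1.61, camera adjusted p = 5.4e-09, 0.191 with an estimated correlation). The mean Scgb1a1 difference in AT1-like cells was 17.4 UMIs per cell, and in the types that do not make it the differences ran from 7.74 to 10.8. The AT1-like difference exceeded the largest of these by 6.56 UMIs, less than its own standard error of 10.2. Within each mouse, the AT1-like mean less that of the highest of 6 such types was -2.79 ± 3.01 UMIs in air mice and 6.30 ± 7.16 in CS mice (two-sided exact p = 0.0571). The Selenbp1 difference in AT1-like cells, 1.83 UMIs per cell, lay far above the 0.144 of those types.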

In AT1 and AT2 cell clusters, genes that were commonly upregulated included *Scgb1a1* and *Scgb3a1* (secretoglobins), *Cyp2f2* (cytochrome p450 2f2), and *Selenbp1* (selenium binding protein 1) (Supplemental Figure 2A). 

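Cbr2 encodes a carbonyl reductase abundant in club cells. It rose in AT1-like cells by edgeR (log2 fold change 1.61, standard error 0.37, edgeR adjusted p = 0.0308, 0.173 without CS mouse 7, 0.465 by DESeq2, 0.483 with no upper gene limit), where 5 of the 8 fits with 1 mouse left out lost it. In AT2-like cells it did not differ detectably (log2 fold change 0.09, edgeR adjusted p = 0.743). Over all types Cbr2 was higher in 18 of 21 tested, below an unadjusted p of 0.05 in 8 and called in 1.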

Upregulation of *Cbr2* was also shared with other epithelial cell types and has been implicated in alveolar epithelial cell plasticity (24). 

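Mthfd1, a folate enzyme, fell in AT1-like cells (log2 fold change -0.71, edgeR adjusted p = 0.0483, 0.203 without air mouse 2, 0.0568 at resolution 2). Ndst1, which sulfates heparan chains, fell (log2 fold change -0.74, edgeR adjusted p = 0.0175, 0.106 without air mouse 1), as did Pigp, which helps build the anchors of surface proteins (log2 fold change -0.82, edgeR adjusted p = 0.0372, 0.143 without air mouse 2, 0.106 by DESeq2). Ankrd1, a stretch-responsive muscle and epithelial gene, fell (log2 fold change -1.33, standard error 0.26, edgeR adjusted p = 0.0133, all 4 CS mice below all 4 air mice, 0.0550 without air mouse 1, 0.177 with no upper gene limit). Tomm7, part of the mitochondrial import pore, was lower without passing (log2 fold change -0.69, edgeR adjusted p = 0.0628). Each of these calls hung on single mice: Mthfd1 stayed called in 2 of 8 fits with 1 mouse left out, Pigp in 3, Ndst1 in 4 and Ankrd1 in 7.

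Other genes lower in AT1-like cells were endothelial. Whether their transcripts came from endothelial cells, and not from AT1-like cells, was not tested. Slco2a1, a prostaglandin transporter (log2 fold change -1.43, edgeR adjusted p = 0.00432, 0.0821 with no upper gene limit), and Cldn5, the tight-junction protein of endothelium (log2 fold change -1.72, edgeR adjusted p = 0.0221, 0.105 without CS mouse 8, 0.308 by DESeq2, 0.110 with no upper gene limit), fell, and the endothelial list had a median log2 fold change of -0.74 (camera adjusted p = 2.8e-06, 0.326 with an estimated correlation; 1 of 8 called down, 2 adjusted over the list alone).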

For AT1 cells, the top 5 unique downregulated genes (Figure 2A) were involved in pathways for folate and glucosamine metabolism (*Mthfd1* and *Ndst1),* mitochondrial protein import (*Tomm7*), and signal transduction (*Ankrd1* and *Pigp*). The top upregulated unique genes due to CS for AT1 cells included genes regulating surfactant metabolism (*Sftpb* and *Scgb3a2*) and cell cycle, including *Cdkn1a* (encodes for p21^Cip1^) and *Rgcc* (a cell cycle regulator that is induced by p53), the latter indicating an increase in the cellular senescence program (Figure 2A).

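Cdkn1a, which encodes p21 and halts the cell cycle, rose most clearly in AT1-like cells (log2 fold change 2.09, standard error 0.28, edgeR adjusted p = 2.67e-04, 53.2 ± 20.8 to 216 ± 92.2 CPM, all 4 CS mice above all 4 air mice). The gene is ENSMUSG00000023067, chromosome 17, 29090976–29100727 (GRCm38, GENCODE vM21). Rgcc, a cell cycle regulator, rose as well (log2 fold change 0.91, standard error 0.17, edgeR adjusted p = 0.00654, all 4 CS mice above all 4 air mice). The surfactant gene Sftpb (log2 fold change 0.70, edgeR adjusted p = 0.438) and the secretoglobin gene Scgb3a2 (log2 fold change 0.92, edgeR adjusted p = 0.260) were higher without passing.

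Genes switched on by glucocorticoids rose beside Cdkn1a. Glul, which makes glutamine (log2 fold change 1.11, standard error 0.18, edgeR adjusted p = 0.00109, all 4 CS mice above all 4 air mice), and Zbtb16, a transcription factor (log2 fold change 1.75, edgeR adjusted p = 0.0370, 0.217 without CS mouse 7), rose, and the glucocorticoid list had 4 of 11 called up (7 adjusted over the list alone, median 0.70, camera adjusted p = 7.4e-13, 0.0952 with an estimated correlation). The p53 target list had 2 of 8 called up, Cdkn1a among them (2 adjusted over the list alone, median 0.22, camera adjusted p = 7.5e-04, 0.0952 with an estimated correlation). A mean score of 6 p53 targets other than Cdkn1a and Rgcc did not separate the groups (difference 0.116, two-sided exact p = 0.114), whereas a score of 9 glucocorticoid genes, Glul and Zbtb16 among them, did (0.744, exact p = 0.0286).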

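Areg encodes amphiregulin, a growth factor of epithelial repair, and fell in AT2-like cells (log2 fold change -1.04, standard error 0.14, edgeR adjusted p = 6.96e-04, all 4 CS mice below all 4 air mice). The metal-binding Mt1 (log2 fold change -0.89, edgeR adjusted p = 0.0573), the antibacterial Lyz1 (log2 fold change -0.54, edgeR adjusted p = 0.452), and the lipid enzymes Scd1 (log2 fold change -0.30, edgeR adjusted p = 0.349) and Elovl1 (log2 fold change -0.35, edgeR adjusted p = 0.0749) were lower without passing. Lyz1 changed sign, to 0.05, without air mouse 2.

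The upregulated genes held. Cyp2b10, a drug-metabolising enzyme (log2 fold change 0.89, edgeR adjusted p = 0.00133), Prdx6, which reduces lipid peroxides (log2 fold change 0.63, edgeR adjusted p = 0.00317), Acot1, a fatty acid thioesterase (log2 fold change 0.70, edgeR adjusted p = 0.0156, 0.0595 without CS mouse 7, 0.0532 by DESeq2), Sult1a1, which conjugates phenols (log2 fold change 0.99, edgeR adjusted p = 2.24e-04), and Ctsh, a protease of surfactant protein maturation (log2 fold change 0.51, edgeR adjusted p = 0.00323), rose. Cyp1b1, induced through the aryl hydrocarbon receptor, rose most (log2 fold change 3.03, standard error 0.36, edgeR adjusted p = 1.58e-04, all 4 CS mice above all 4 air mice). A small AT2-like sub-cluster (13 air cells, 15 CS cells) had Cyp1b1, Cyp2f2 and Scgb1a1 among its leading genes. Whether Cyp1b1 transcripts from club-like cells add to the rise was not tested. Surfactant and lipid genes as a list went both ways, with 1 of 23 up, 2 up and 2 down adjusted over the list alone, and a median of -0.01 (camera adjusted p = 0.688, 0.843 with an estimated correlation).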

In the AT2^A^ cluster, there was down regulation of the growth factor–related genes (*Areg*), *Mt-1* (metallothionein-1), *Lyz1* (lysozyme 1), and lipid and fatty acid biosynthesis (*Scd1* and *Elovl1*), and upregulation of genes involved in cellular detoxification and oxidative stress (*Cyp2b10* and *Prdx6),* fatty acid metabolism (*Acot1*), and protein modification (*Sult1a1* and *Ctsh*). 

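Most respiratory chain genes were a little lower in AT2-like cells of CS mice, and almost none passed alone. Of 36 complex I genes 33 were lower (0 called, 2 adjusted over the list alone, median log2 fold change -0.12, camera adjusted p = 5.8e-06, 0.299 with an estimated correlation). The 11 complex I genes the paper names were all lower (0 called, 4 over the list alone, median -0.16, camera adjusted p = 1.6e-05, 0.242 with an estimated correlation). The other 10 named genes had a median of -0.14 (0 called, 3 over the list alone, camera adjusted p = 3.4e-04, 0.242 with an estimated correlation). As the paper chose both lists on these samples, neither is independent evidence. Atp5k, a short subunit of ATP synthase, fell (log2 fold change -0.55, edgeR adjusted p = 0.0190, 0.0797 without CS mouse 8). The named Ndufa3 of complex I (log2 fold change -0.39, edgeR adjusted p = 0.0775), Cox7c of complex IV (log2 fold change -0.34, edgeR adjusted p = 0.0573) and Atp5md of ATP synthase (log2 fold change -0.28, edgeR adjusted p = 0.109) were lower without passing.

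A sub-cluster of AT2-like cells with little RNA (208 air cells, 332 CS cells, median 2469.5 UMIs) had the nuclear transcript Malat1 among its leading genes. There the 7 named complex I genes that could be tested had a median of -0.59 (0 of 7 called, 5 over the list alone, camera adjusted p = 3.9e-05, 0.155 with an estimated correlation). The other named genes had -0.44 (0 of 10 called, 0 over the list alone, camera adjusted p = 4.1e-04, 0.116 with an estimated correlation). Against lists of the same transcript lengths, the whole set in AT2-like cells was not unusual: its median of -0.0969 stood at percentile 8.87 of 10000 matched lists, whose 2.5th percentile was -0.112.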

AT2^B^ cells had a downregulation of mitochondrial subunits of the electron transport chain for complex 1 (*Ndufa1, Ndufa2, Ndufa3, Ndufa6, Ndufa7, Ndufb10, Ndufb11, Ndufc1, Ndufv3, Ndufs5,* and *Ndufs6*), complex III (*Urcqc1, Cox5a, Cox6c, Cox7b,* and *Cox7c*), and ATP synthase *(Atp5md, Atp5a1, Atp5d, Atp5o*. *Atp5e,* and *Atp5g1)*. 

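Small ribosomal protein genes fell in AT2-like cells: Rps28 (log2 fold change -0.54, edgeR adjusted p = 0.0320, 0.123 without CS mouse 8, 0.0726 by DESeq2), Rps29 (log2 fold change -0.59, edgeR adjusted p = 0.0215, 0.0960 without CS mouse 8, 0.0640 by DESeq2) and Rpl38 (log2 fold change -0.45, edgeR adjusted p = 0.0498, 0.181 without CS mouse 8, 0.0703 with no upper gene limit, 0.0501 with median-ratio size factors). Rpl41, the shortest of them, was lower without passing (log2 fold change -0.34, edgeR adjusted p = 0.104). So were Klf2, a transcription factor of quiescence (log2 fold change -0.43, edgeR adjusted p = 0.486), Pltp, which moves phospholipid (log2 fold change -0.27, edgeR adjusted p = 0.835), and H2-Q6, a class I antigen-presenting protein (log2 fold change -0.60, edgeR adjusted p = 0.135). Pltp turned to 0.11 with doublets removed and to 0.04 without CS mouse 8.

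Of 76 ribosomal protein genes, 3 were called down (11 adjusted over the list alone, median -0.06, camera adjusted p = 6.0e-07, 0.538 with an estimated correlation). The shortest transcripts were lowest, with a median of -0.22 over the 19 shortest and -0.05 over the 19 longest, and a rank correlation with length of 0.465 (permutation p = 8.0e-05). B cell-like cells also had a positive rank correlation (0.449, permutation p = 7.0e-05), with medians of -0.12 over the shortest and 0.02 over the longest. MHC class I genes had a median of -0.29 (0 of 12 called, 6 over the list alone, camera adjusted p = 4.8e-07, 0.242 with an estimated correlation). H2-DMa, a class II loading protein, fell (log2 fold change -0.43, edgeR adjusted p = 0.0405, 0.123 without CS mouse 7).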

There were also reductions in ribosomal subunits (*Rpl41*), *Klf2* (kruppel like factor 2), *Pltp* (phospholipid transfer protein), and *H2-Q6* (histocompatibility complex). The top 5 unique upregulated genes in AT2^B^ represent matrix proteinases and matrix components (*Adam19* and *Col4a3*), and *Pon3,* *Npnt,* and *Mbip*. 

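Npnt encodes nephronectin, a basement membrane ligand of integrin alpha-8, and rose in AT2-like cells (log2 fold change 0.89, standard error 0.10, edgeR adjusted p = 1.40e-04, all 4 CS mice above all 4 air mice). The gene is ENSMUSG00000040998, chromosome 3, 132881745–132950291 (GRCm38). Col4a3 (log2 fold change 0.74, edgeR adjusted p = 0.00264, 0.0873 with no upper gene limit) and Col4a4 (log2 fold change 0.70, edgeR adjusted p = 6.57e-04), 2 chains of the alveolar basement membrane collagen, rose with it. Adam19, a membrane protease (log2 fold change 0.28, edgeR adjusted p = 0.123), Pon3, a lactonase that limits lipid oxidation (log2 fold change 0.32, edgeR adjusted p = 0.0628), and Mbip, a kinase-binding protein (log2 fold change 0.25, edgeR adjusted p = 0.207), were higher without passing. The matrix list had 3 of 11 called up (4 up and 1 down adjusted over the list alone, median 0.10, camera adjusted p = 1.7e-05, 0.0609 with an estimated correlation).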

Polymorphisms in Adam19 have been associated with COPD development (25). These findings suggest a reduction in metabolic and translational programs in AT2 cells with increased focus on matrix interactions and kinase signaling.

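The basement membrane genes Npnt, Col4a3 and Col4a4 and the metabolising enzymes Cyp1b1, Cyp2b10 and Sult1a1 rose in AT2-like cells, while genes of respiration and translation were lower by small amounts that seldom passed. The immediate early gene Fosb, a quick marker of stimulation, fell (log2 fold change -0.96, edgeR adjusted p = 0.00264), and the list of such genes had 1 of 18 called down (1 adjusted over the list alone, median -0.18, camera adjusted p = 4.7e-05, 0.269 with an estimated correlation). Of 33 gene lists in these cells 16 passed camera at the preset correlation, raised and lowered ones alike, and 0 with an estimated correlation. From the genes lowered and raised in AT2 A and AT2 B the paper proposes lower metabolism and translation and more weight on the matrix and on kinase signaling. Kinase signaling was not analysed here.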

Ciliated airway epithelial cells (CC) (Figure 2A) show downregulation of *Tuba1b* (tubulin), *Ifitm3* (interferon-induced transmembrane protein 3), *Swi5* (homologous recombination transcription factor), and genes involved in mitochondrial function (*Atp5e* and *Chchd2*). 

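In ciliated-like cells Tuba1b, an alpha-tubulin of the cytoskeleton, fell (log2 fold change -1.25, edgeR adjusted p = 0.0273, 0.0936 without air mouse 2, 0.129 with no upper gene limit). Ifitm3, which blocks entry of viruses, fell (log2 fold change -1.49, standard error 0.26, edgeR adjusted p = 0.00602, all 4 CS mice below all 4 air mice, 0.340 with no upper gene limit), as did Atp5e, a short subunit of ATP synthase (log2 fold change -1.09, edgeR adjusted p = 0.0263, 0.0953 without air mouse 2, 0.0545 with no upper gene limit), and Chchd2, a mitochondrial stress protein (log2 fold change -1.16, edgeR adjusted p = 0.0216, 0.0906 without air mouse 2, 0.0867 with no upper gene limit). Swi5, which acts in DNA repair, was lower without passing (log2 fold change -0.79, edgeR adjusted p = 0.0539).

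Ribosomal protein genes made up much of the lower side, with 40 of 76 called down (73 adjusted over the list alone, median -0.78, camera adjusted p = 1.6e-42, 0.226 with an estimated correlation). Rps28 (log2 fold change -1.68, edgeR adjusted p = 0.00406) and Rpl37a (log2 fold change -1.46, edgeR adjusted p = 0.00388) led them. Complex I had 9 of 35 down (27 over the list alone, median -0.77). With an estimated correlation 0 of the 27 lists tested in ciliated-like cells passed. The ribosomal falls were smaller with no upper gene limit, with a median of -0.04 and 9 genes down. With doublets removed none of the named genes kept its call; Tuba1b stood at an adjusted p of 0.185, Ifitm3 at 0.0663, Atp5e at 0.177 and Chchd2 at 0.143. Clusters 21 and 32 held unlike shares of the cells in the 2 groups.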

Further analysis of smoke-induced changes in CC gene expression demonstrate upregulation of genes responsible for mucin production (*Muc4*), inflammatory responses to viral infection (*Apobec3*), *Atp8a1* (ATPase phospholipid transporting protein 8a1, involved in ion transport), *Akr1b8* (aldo-keto reductase family member), and *Resf1* (retroelement silencing factor 1). 

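Apobec3, which restricts retroviruses, rose in ciliated-like cells (log2 fold change 1.20, edgeR adjusted p = 0.0127, 0.0656 without air mouse 1). Akr1b8, which reduces aldehydes of smoke and lipid oxidation, rose (log2 fold change 1.48, edgeR adjusted p = 0.0118, 0.0656 without air mouse 1), as did Atp8a1, which flips phospholipid across membranes (log2 fold change 1.02, edgeR adjusted p = 0.0189, 0.0694 without air mouse 2). Muc4, a membrane mucin, rose (log2 fold change 0.81, edgeR adjusted p = 0.0367, 0.0932 without air mouse 1, 0.573 with no upper gene limit, 0.0557 at resolution 2), and its log2 fold change shrank to 0.16 with no upper limit. Resf1, which silences retroelements, was higher without passing (log2 fold change 0.65, edgeR adjusted p = 0.107). With doublets removed the adjusted p values were 0.0510 for Apobec3, 0.0510 for Akr1b8, 0.143 for Atp8a1 and 0.195 for Muc4.

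The firmest rise was Sgms1, which makes sphingomyelin (log2 fold change 2.23, standard error 0.32, edgeR adjusted p = 0.00179, all 4 CS mice above all 4 air mice), the only gene that kept its call with doublets removed (edgeR adjusted p = 0.0292). Gclc, the limiting enzyme of glutathione synthesis, rose (log2 fold change 1.47, edgeR adjusted p = 0.00244, 0.0510 with doublets removed), and so did the membrane mucin Muc1 (log2 fold change 1.56, edgeR adjusted p = 0.0395, 0.107 without air mouse 4), which could not be tested with doublets removed. With no upper limit, which kept 2528 ciliated-like cells, Akr1b8 (1.71, edgeR adjusted p = 0.00568), Apobec3 (0.99, edgeR adjusted p = 2.67e-04) and Muc1 (1.90, edgeR adjusted p = 8.6e-05) stayed up, and 8 of 30 NRF2 target genes were called up.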

Upregulation of mucin genes has also been seen in human ciliated epithelial cells from patients with COPD (6, 26). 

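Cyp1b1, an aryl hydrocarbon receptor target that oxidises smoke hydrocarbons, rose further than any other paper-named gene in club-like cells (log2 fold change 4.82, standard error 0.32, edgeR adjusted p = 2.7e-10, 16.9 ± 7.31 to 467 ± 56.0 CPM, all 4 CS mice above all 4 air mice). The gene is ENSMUSG00000024087, chromosome 17, 79701537–79715061 (GRCm38). Nqo1, a quinone reductase (log2 fold change 3.55, standard error 0.49, edgeR adjusted p = 1.30e-04, all 4 CS mice above all 4 air mice, 0.0552 by DESeq2), and Aox1, an aldehyde oxidase (log2 fold change 1.62, standard error 0.27, edgeR adjusted p = 0.00127, all 4 CS mice above all 4 air mice, 0.0864 with doublets removed), rose with it. Cyp1a1, the classic receptor target (log2 fold change 6.51, edgeR adjusted p = 2.2e-05), Slc7a11, which imports cystine for glutathione (log2 fold change 4.27, edgeR adjusted p = 3.0e-06), Hmox1, which breaks down haem (log2 fold change 2.12, edgeR adjusted p = 2.15e-04), and Ptgs2, which makes prostaglandin (log2 fold change 2.76, edgeR adjusted p = 1.07e-04), rose too. The receptor's target list had 3 of 6 called up (5 adjusted over the list alone, median 2.42, camera adjusted p = 1.8e-18, 0.0325 with an estimated correlation). NRF2 targets had 8 of 26 (13 up and 2 down over the list alone, median 0.56, camera adjusted p = 4.5e-07, 0.327 with an estimated correlation).

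On the lower side, Rpl39 (log2 fold change -1.12, edgeR adjusted p = 0.0360, 0.143 without CS mouse 7, 0.301 with doublets removed), Scgb3a2 (log2 fold change -1.15, edgeR adjusted p = 0.0467, 0.178 without CS mouse 7, 0.0841 with no upper gene limit, 0.395 with doublets removed, 0.0524 with median-ratio size factors), Lypd2 (log2 fold change -1.41, edgeR adjusted p = 0.0128, 0.0954 without CS mouse 7, 0.311 with doublets removed) and Pglyrp1, which binds bacterial cell walls (log2 fold change -1.77, edgeR adjusted p = 0.00631, 0.0541 with no upper gene limit, 0.0876 with doublets removed), fell. Rpl37 was lower without passing (log2 fold change -0.95, edgeR adjusted p = 0.0652). B2m, the shared chain of MHC class I, fell (log2 fold change -1.38, edgeR adjusted p = 0.00977, 0.0595 without air mouse 1, 0.0632 with no upper gene limit, 0.301 with doublets removed), and the class I list had 3 of 7 down (5 over the list alone, median -1.07, camera adjusted p = 5.7e-06, 0.310 with an estimated correlation). The ribosomal list had 7 of 76 down (52 over the list alone, median -0.61, camera adjusted p = 1.1e-22, 0.327 with an estimated correlation). Cluster 28, with Aox1 and Cyp1b1 among its leading genes, gave most club-like cells of CS mice, and cluster 31, with Scgb3a2 and Lypd2 among its own, most of air mice.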

Club cells showed upregulation of cellular detoxification and oxidoreductase activity (*Cyp1b1, Nqo1,* and *Aox1)* and down regulation of ribosomal components (*Rpl39* and *Rpl37*), *Scgb3a2*, *Lypd2* (Ly6/Plaur domain containing protein), and *Pglyrp1* (peptidoglycan recognition protein 1).

### Epithelial cell-specific functional rewiring due to CS.

Our initial analysis using a traditional transcriptomic pipeline identifies differentially expressed genes and associated pathways. However, while informative, the DEG analyses are univariate, and downstream pathway analyses can only identify enrichment of genes of interest in known biological processes. They do not allow the identification of previously uncharacterized cellular programs, at the transcriptional level, underlying CS-induced lung injury. To this end, we utilized a combination of unsupervised and supervised machine learning approaches to characterize context-specific transcriptomic signatures underlying CS-induced lung disease in epithelial cells. First, we used LOVE, an unsupervised latent factor approach developed in-house (27), to uncover clusters corresponding to different functional states in these cells. There are 2 fundamental differences in our approach compared with the wide range of clustering approaches used routinely on scRNA-Seq data. First, rather than directly clustering cells, our model formulation allows us to cluster genes into latent functional states, which generates a corresponding assignment of cells to these latent states. Second, other latent factor approaches that are either nonidentifiable (i.e., the factors are unstable and change based on initialization conditions) or make very limiting assumptions regarding the structure of the data or data-generating mechanisms to provide identifiability of the latent factors (e.g., orthogonality of the latent factors). Our model comes with rigorous statistical guarantees regarding identifiability of these latent states without making any of these limiting assumptions (27). Among all epithelial cells, LOVE identified 12 clusters from the air scRNA-Seq data (Figure 2B) and 4 clusters from the smoke scRNA-Seq data (Figure 2C). For each cluster, LOVE identified a set of key marker genes that are representative of the functional states of these clusters. We then utilized what we consider to be a high-quality murine protein interactome network (28) to identify subnetworks involving proteins encoded by these marker genes. Coupling protein network analyses to key marker genes identified by LOVE from transcriptomic data provides insights into differences in key cellular programs across smoke and air in the epithelial cell types.

Our unsupervised LOVE analyses demonstrate distinct functional rewiring within epithelial cells due to CS (Figure 2, B and C). The epithelial air functional network (air exposed, healthy control mice) was highlighted by protein processing and cytoskeletal regulation (*Rps27a*, *Myo1b*, *Tuba1a*, *Bag2*, and *Anxa1*), transcriptional regulation (*Eloc, Creb1, and Ncoa2*), transmembrane ion transport (*Scnn1a*), and tyrosine kinase signaling (*Zap70*) (Figure 2B). 

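Scnn1a, a subunit of the sodium channel that clears alveolar fluid, rose in AT2-like cells of CS mice (log2 fold change 0.60, standard error 0.08, edgeR adjusted p = 3.25e-04, all 4 CS mice above all 4 air mice). Of the 9 measured genes named for the air network it was the only one called in these cells. The 9 had a median log2 fold change of -0.06 and a camera direction of up, with a camera adjusted p of 0.290. The paper chose these genes on the same mice, so the list is not independent evidence. The network method itself was not run here.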

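The share of correlated gene pairs over pooled epithelial cells was higher in CS mice. In each mouse, 427 epithelial cells in fixed proportions (40 AT1-like, 307 AT2-like, 42 ciliated-like and 38 club-like) were drawn, and the share of pairs among the 500 most abundant genes with an absolute correlation above 0.1 was taken. It was 18.2 ± 1.02% in air mice (18.4, 18.2, 16.8 and 19.3%) and 26.1 ± 3.85% in CS mice (22.6, 27.0, 23.7 and 31.1%; two-sided exact p = 0.0286). All 4 mice per group were used, where the legend gives 3. Above 0.2 the shares were 2.14% and 4.83%, and among the 200 most abundant genes 40.0% and 53.2%. The difference ran from 6.26 to 9.11 percentage points as each mouse was left out, with an exact p of 0.0571 without air mouse 1, 2 or 3.

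In the AT2-like cells of cluster 4 alone, an alternative added after the first result was seen, the shares were 14.6% and 15.8% (exact p = 0.143). Fewer cells per mouse were drawn there (234), which lets more unrelated pairs pass 0.1 by sampling alone. The smaller difference can therefore not be set against that of the pooled cells. The pooled share does not tell coordination within a cell state from the mix of states. Correlation is not the paper's network measure, which was not run here.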

With CS exposure, there was a decrease in the network complexity and rewiring of genes controlling the protein processing network (*Gsn*, *Rps27a*, and *Eef1a1*) and emergence of ribosomal biosynthesis as a dominant functional cluster (Figure 2C). 

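Gsn encodes gelsolin, which severs and caps actin filaments (chromosome 2, GRCm38). Its amount did not differ detectably in AT1-like (log2 fold change 0.25, edgeR adjusted p = 0.520), AT2-like (log2 fold change 0.08, edgeR adjusted p = 0.797), club-like (log2 fold change 0.31, edgeR adjusted p = 0.666) or ciliated-like cells (log2 fold change 0.35, edgeR adjusted p = 0.526). Its partners in actin turnover Wdr1 and Cfl1 were not called in any of these types, with log2 fold changes of -0.23 and -0.30 in ciliated-like cells. With no upper gene limit they rose there, Wdr1 (0.35, edgeR adjusted p = 0.0182) and Cfl1 (0.26, edgeR adjusted p = 0.0186), while Gsn stayed level (0.00, edgeR adjusted p = 0.993). The list of actin regulators then had 9 of 33 up (13 adjusted over the list alone, median 0.21, camera adjusted p = 3.8e-07, 0.384 with an estimated correlation). Without CS mouse 7 the Gsn value was -0.03 in AT2-like cells, and without CS mouse 6 it was -0.36 in club-like cells.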

The identification of *Gsn* as a primary node in the smoke exposure network is unique in COPD pathogenesis and was not previously identified using standard DEG analysis.

### Epithelial cell–specific latent factors are predictive of CS exposure.

The prior unsupervised analyses focus on defining functional states specific to mice with and without CS exposure. We next utilized a supervised interpretable machine learning approach to elucidate latent factors (context-specific gene modules) that are necessary and sufficient to discriminate between mice with and without CS exposure. Specifically, we used SLIDE to infer corresponding significant latent factors that provide insights into transcriptomic profiles underlying CS-induced lung injury among epithelial cell subtypes in our model. SLIDE is a first-in-class interpretable machine learning technique for identifying significant interacting latent factors underlying outcomes of interest from high-dimensional omic datasets. SLIDE makes no assumptions regarding data-generating mechanisms, comes with theoretical guarantees regarding identifiability of the latent factors/corresponding inference, and has rigorous FDR control. SLIDE outperforms/performs at least as well as a wide range of state-of-the-art approaches, including other latent factor approaches in terms of prediction (29). More importantly, it provides biological inference beyond prediction that other methods do not afford. These unique properties of SLIDE help move beyond correlative biomarkers to transcriptomic signatures regulating key processes underlying CS-induced lung injury in COPD.

Using SLIDE, we performed analysis on AT2, AT1, and ciliated epithelial cell populations as identified by known cell markers within our scRNA-Seq dataset. Separate models were built for the different cell populations. 

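With models on principal components, ciliated-like cells of CS mice were told from those of air mice best, in mice the model had not seen. No test compared the types. Trained on 6 mice and tested on 1 air and 1 CS mouse, over 16 pairs, logistic regression on 20 principal components reached a mean area under the curve of 0.766 in ciliated-like cells (pairs 0.649 to 0.841; permutation p = 0.0286). AT2-like cells reached 0.694 (0.540 to 0.819; permutation p = 0.0286) and AT1-like cells 0.713 (0.490 to 0.859; permutation p = 0.0571, with 0.723 in another split). All 4 mice per group were used, where the legend gives 3. With cells of the same mouse on both sides of a 10-fold split the areas were 0.815, 0.745 and 0.776. Leaving out the lists of airway secretory, AT2-abundant and rRNA-overlapping genes, whose transcripts can spread between cells, gave 0.752, 0.664 and 0.619, so AT1-like cells lost most. The models here are a plain stand-in for SLIDE, which was not run.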

Each of the models was able to meaningfully discriminate cells from mice with or without CS exposure (models were significant in a k-fold cross-validation framework with permutation testing). Within AT1 cells, 3 standalone significant latent factors were identified (significant stand-alone latent factor) with 4 interacting latent factors (Figure 3A). 

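Tsc22d3 encodes GILZ, a mediator of glucocorticoid action, and rose in AT1-like cells (log2 fold change 0.93, standard error 0.18, edgeR adjusted p = 0.0133, all 4 CS mice above all 4 air mice, 0.0504 without CS mouse 8). Its rise was larger there than in AT2-like cells by 0.887 (two-sided exact p = 0.0286). Selenbp1 went from 1036 to 2221 CPM in AT1-like cells, and stayed called in all 8 fits with 1 mouse left out. Scgb1a1 kept its call in 4 of those 8. Sh3d21, an SH3 domain protein of unsettled role (log2 fold change 2.02, edgeR adjusted p = 3.08e-04), and Atp1b1, the beta chain of the sodium pump (log2 fold change 1.27, edgeR adjusted p = 0.00109), rose beside them.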

*Tsc22d3, Selenbp1,* and *Scgb1a1* were present in the standard DEG analysis and the SLIDE method. The significant stand-alone factors represent biological categories including cellular metabolism, the actin cytoskeleton and RNA regulation (Figure 3B). Within AT2 cells, we identified a stand-alone significant latent factor and 5 interacting latent factors (gene groups, Figure 3C). These factors included genes that were present in the standard DEG analysis and characterized in COPD in the literature: *Prdx6* (30, 31)*, Selenbp1* (32)*, Ctsh* (32, 33)*, Scgb1a1* (26), and *Ndufs2* (34) (Figure 3, C and D). However, SLIDE also uniquely identified genes that characterized CS exposure (*Polr2e, Fam189a2, Aldoa, Smim1, Rasl11a, Adk, Atp1b1, Tmem243, Sult1a1, Npnt,* and *Eif4a*) versus air exposure (*Ndufs2*) (Figure 3C). 

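Of genes named here, Prdx6, Selenbp1 and Ctsh rose in AT2-like cells and Scgb1a1 did not pass. The 14 measured genes of the AT2 latent factors had 7 called up and 0 down (12 up adjusted over the list alone, median 0.44, camera adjusted p = 4.0e-28, 0.0609 with an estimated correlation). The list was chosen on these mice and is not independent evidence.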

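Atp1b1, which drives sodium and fluid uptake, rose in AT2-like cells (log2 fold change 0.57, edgeR adjusted p = 0.00126). Tmem243, a membrane protein of unknown role, rose (log2 fold change 0.37, edgeR adjusted p = 0.0460, 0.159 without air mouse 1) and kept its call in 1 of 8 fits with 1 mouse left out. Smim1, a small membrane protein (log2 fold change 0.30, edgeR adjusted p = 0.112), and Adk, which clears adenosine (log2 fold change 0.19, edgeR adjusted p = 0.324), were higher without passing. Smim1 passed with no upper gene limit (0.31, edgeR adjusted p = 0.0453). Gm43305, a locus of unknown function, was among the clearest rises (log2 fold change 1.34, edgeR adjusted p = 2.55e-04).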

Interestingly, several of these genes would not be captured by traditional differential expression (DE) analysis as they are significant only in a multivariate setting (i.e., they are not significant by themselves but become significant in the context of context-specific gene groups). These CS-associated genes correspond broadly to antioxidant responses, drug metabolism, and transcriptional and protein regulation. For ciliated cells, an increased number of latent factors were identified compared with AT1 and AT2 cells. There were 5 standalone significant latent factors were identified with 6 interacting latent factors (Figure 4A). 

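Sftpc, the surfactant gene of AT2 cells, was lower in ciliated-like cells of CS mice without passing (log2 fold change -2.42, edgeR adjusted p = 0.0550), and turned to 0.08 with no upper gene limit. Scgb1a1 was lower without passing (log2 fold change -1.15, edgeR adjusted p = 0.194), while the rank sum test over cells called it higher (ln fold 0.27, Bonferroni adjusted p = 5.4e-29). Selenbp1 was higher, 0.75 (edgeR adjusted p = 0.0602), and passed with no upper limit (0.98, edgeR adjusted p = 1.5e-05). Atp8a1 was the gene of these that rose in the filtered cells. Ciliated cells do not make surfactant, and the list of AT2-abundant genes had 0 of 6 called, 4 lower over the list alone, with a median of -1.36. The mean doublet scores of the ciliated-like clusters were 0.440 and 0.606.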

While a number of genes, *Sftpc, Scgb1a1, Atp8a1,* and *Selenbp1*, in the significant stand-alone latent factors were also captured by standard DE analyses, several genes were discovered by SLIDE for the first time. These CS-associated genes correspond broadly to cytoskeletal and vesicle regulation, antioxidant responses, drug metabolism, and RNA regulation (Figure 4B).

### Evaluation of the identified signatures in an orthogonal cohort.

We then sought to further evaluate the robustness of the identified latent factors beyond the rigorous cross validation and permutation testing analyses outlined above by testing model performance on a completely orthogonal scRNA-Seq dataset (dataset B, GSE151674 as previously reported (15, 35)) in C57BL/6 mice exposed to 6 months of air versus CS performed by a separate research team. Specifically, we sought to assess the ability of SLIDE (17) to distinguish between cells with and without CS exposure. This is an extremely stringent evaluation as the model was built solely using our data, i.e., both the structure and prioritization of latent factors is using only our data. Indeed, the overall SLIDE model remained significantly predictive on dataset B, confirming the generalizability of our findings. Further, *Gsn* was identified in our LOVE model as a previously unknown and centric latent factor in lung epithelial cells in the context of CS (Figure 2C). Using our validation dataset B, *Gsn* was identified using SLIDE as a latent factor in the AT2 cells (Figure 5A). We next utilized the *Gsn*-centric latent factor gene set to determine if using this gene set can predict the air versus smoke-exposed groups within other epithelial cell types. Using the *Gsn*-centric gene list from AT2 cells (dataset B), we confirmed that SLIDE was able to predict the smoke-exposed group (Figure 5B) for AT2 cells in the original scRNA-Seq dataset (dataset A) and ciliated cells in dataset B (Figure 5C). In addition, the AT2 gene list from dataset A could similarly predict CS exposure across cell types, specifically ciliated cells from the same dataset (Figure 5D). This shows that network shifts due to CS exposure, which are represented by cell-type specific latent factors, can be used as predictive markers in other cell types exposed to CS.

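The AT2 genes did not pass the held-out test of exposure in ciliated-like cells. Logistic regression on the 14 measured genes, trained and tested on ciliated-like cells of different mice, reached a mean area under the curve of 0.694 (pairs 0.437 to 0.844; permutation p = 0.0857, with 0.722 in another split). Trained on AT2-like cells and tested on ciliated-like cells of held-out mice it reached 0.712 (permutation p = 0.0857, with 0.743 in another split). With cells of the same mouse on both sides of a 10-fold split it was 0.769. In AT2-like cells themselves the list gave 0.821 (permutation p = 0.0286, with 0.819 in another split). Values are over all 4 mice per group, with 3 in the legend, and the list was chosen on these mice.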

### GSN is altered in human COPD.

We next validated a role for *Gsn* as a proof of concept that new biological targets can be identified using this computational analysis method. To determine which epithelial cells express GSN, we analyzed scRNA-Seq data from our mouse CS model and from healthy versus COPD lung. In the mouse lung, the percent of cells expressing *Gsn* is similar across cell types after CS exposure for 6 months (Figure 6A). 

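Gelsolin mRNA was common in AT1-like and ciliated-like cells, and no change was detected in any epithelial type. Cells with at least 1000 UMIs were thinned to 1000, which left out 223 of 509 AT1-like cells of air mice and 286 of 583 of CS mice. Gsn was seen in 42.4 ± 6.85% of AT1-like cells in air mice and 47.0 ± 2.49% in CS mice (two-sided exact p = 0.286; 52.5, 37.5, 39.6 and 40.0% in air mice, 48.1, 47.4, 49.1 and 43.4% in CS mice). In ciliated-like cells, from clusters 21 and 32, it was 59.3 ± 5.11% and 55.5 ± 9.04% (exact p = 0.514), in AT2-like cells 7.20 ± 1.14% and 8.84 ± 2.26% (exact p = 0.314; 8.12, 7.63, 5.54 and 7.52% in air mice, 8.41, 7.17, 12.1 and 7.63% in CS mice), and in club-like cells, from clusters 28 and 31, 5.78 ± 1.02% and 7.02 ± 3.94% (exact p = 0.514; 6.35, 4.26, 6.35 and 6.17% in air mice, 7.89, 11.1, 7.41 and 1.65% in CS mice). Fibroblast-like cells, rich in gelsolin, had 98.2% and 98.1%. B cell-like cells, taken as the background, had 7.36 ± 1.81% and 7.75 ± 1.76%. At 500 UMIs, which every AT1-like cell reached, the AT1-like shares were 28.7% and 34.3% (exact p = 0.200). At 1000 UMIs the AT1-like difference ran from 2.95 to 7.96 percentage points as each mouse was left out. Mesothelial-like cells, from 9 to 40 per mouse, had 15.8, 22.2, 13.3 and 10.0% in air mice and 6.25, 0, 15.0 and 20.0% in CS mice.

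Median depths before thinning were 1204 and 1026 UMIs in AT1-like, 8491 and 8327 in AT2-like, 1802 and 1931.5 in ciliated-like, 1940 and 1982 in club-like, and 2817 and 3011 in B cell-like cells of air and CS mice. Without thinning Gsn was seen in 39.7% and 41.2% of AT2-like, 10.1% and 16.6% of club-like and 18.6% and 23.1% of B cell-like cells, so the place of AT2-like cells against the background depended on the thinning. Over all epithelial cells the share was 16.2 ± 0.890% and 19.3 ± 4.57% (exact p = 0.257), and 41.9% and 43.2% without thinning. The club-like difference turned from 1.23 to -0.130 percentage points without CS mouse 6 and to -0.0749 with doublets removed, and was 3.02 without CS mouse 8 (exact p = 0.0286). All 4 mice per group were used, with 3 in the legend.

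**Figure D3:**
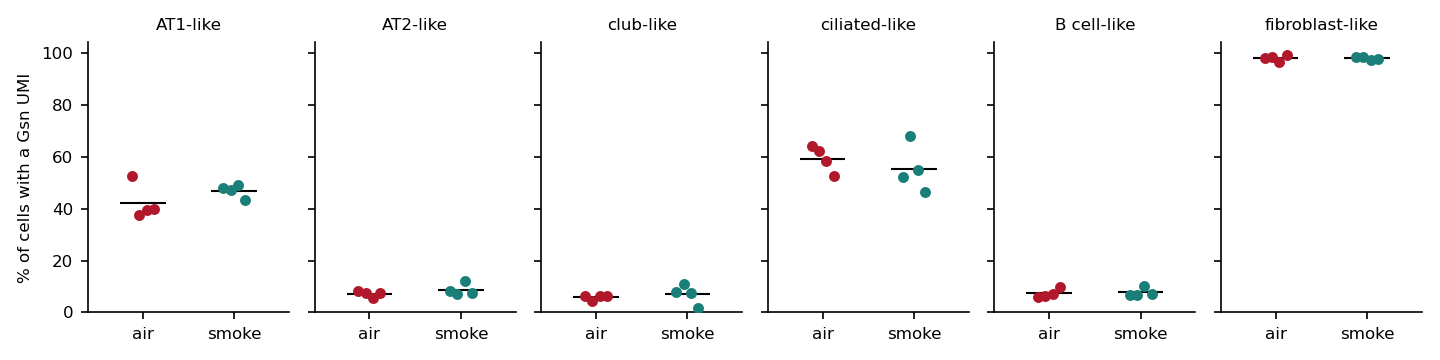
Share of cells with a Gsn UMI, among cells with at least 1000 UMIs thinned to 1000, 1 point per mouse, for 4 air mice and 4 CS mice.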

In human lung, there was no statistically significant change in *GSN* expression in ciliated cells from COPD lungs (FC 0.135, *P* = 0.075), while there was a significant decrease in *GSN* expression level in AT1 cells (Figure 6B, log_2_FC –0.713, *P* = 1.07×10^–7^). *GSN* expression was very low in AT2 cells with no significant change between COPD and controls (log_2_FC –0.066, *P* = 0.190). This reduction in *GSN* in AT1 cells may reflect that the majority of the patients with COPD were not actively smoking, as lungs were procured at the time of lung transplant. Human lung tissue staining demonstrated that GSN is decreased in ciliated cells of the human COPD airway (Figure 6C) and confirmed that GSN is significantly reduced in the alveolar AT1 cells (podoplanin-positive cells) in COPD alveolar tissue (Figure 6D and Supplemental Figure 4).

GSN has been previously reported to be increased in the serum of patients with pulmonary fibrosis (21) and reduced in acute lung injury (22, 36). GSN can be released from cells as a plasma form (37). To determine if GSN is released from airway epithelial cells, we exposed primary human bronchial epithelial cells (HBECs) that were grown and differentiated to ciliated cells at air liquid interface (ALI) to control air or gaseous CS by Vitrocell exposure chambers (Vitrocell Inc). HBECs were attained from people in a normal control group and patients with COPD. We tested cell lysates, basal chamber media, and apical cell surface liquid for total GSN by dot blot analysis. There was an increase in GSN in cell lysates after CS exposure in normal HBECs with an exaggerated increase in COPD HBECs (Figure 7A). In normal HBECs, CS caused GSN to be released into the basal chamber media (Figure 7B). In COPD HBECs, GSN release was significantly higher into the basal chamber media and apical surface liquid compared with normal HBECs (Figure 7, B and C). These findings support that GSN expression and release is induced by CS in ciliated airway epithelial cells and further augmented in COPD. We next determined the level of GSN in human plasma from nonsmoking participants in the control group, active smokers without COPD, and patients with COPD by ELISA (Abcam Inc). GSN was significantly increased in the plasma of patients with COPD (*n* = 79) compared with controls (*n* = 10) and smokers without airflow obstruction (*n* = 38) (Figure 7D). There was no significant difference in GSN between participants in the control group and smokers. Plasma fibrinogen level has been previously reported as a biomarker of systemic inflammation in COPD (38, 39). GSN level correlated positively with plasma fibrinogen level in the same individual (Figure 7E, *P =* 0.040).

We next determined the effect of GSN overexpression and exogenous GSN on epithelial cell migration and proliferation. In a 2D wound (scratch) assay using Beas-2b cells, GSN overexpression (OE) resulted in a decrease in wound healing over 12 hours (Figure 8A, *P =* 0.0008). GSN overexpression quantification is shown in Supplemental Figure 5. SLIDE analysis demonstrated transcriptional connections between GSN, cytokeratin 8 (KRT8), and cytokeratin 18 (KRT18) (Figure 5A). We examined this interaction through overexpression of GSN in Beas-2b cells in the context of CS extract exposure (10% CSE). GSN OE resulted in a decrease in KRT8 with a significant interaction between GSN OE and CSE treatment (*P =* 0.009 by 2-way ANOVA) (Figure 8, B and C). KRT18 was significantly reduced by CSE exposure in GSN OE cells (*P =* 0.015) but not control cells (*P =* 0.22) (Figure 8, B and C). We found that exogenous recombinant human GSN (rhGSN) promoted Beas-2b cell proliferation at 10 and 30 μg/mL (*P = 0.0004, **P = 0.0145) (Figure 8D). In the wound assay, rhGSN did not alter wound healing over 12 hours in Beas-2b cells (Figure 8E). rhGSN increased the gene expression of KRT8 (*P =* 0.0078) with a trending but nonsignificant increase in KRT18 and ACTA2 (α-smooth muscle actin) (Figure 8F).

## Discussion

This study provides what we believe to be new functional evidence of epithelial cell type–specific transcriptional rewiring that occurs in the context of CS exposure and identified a role for GSN in CS-induced COPD. We utilized unsupervised and supervised interpretable machine learning approaches, LOVE and SLIDE, to identify notable latent genes that are associated with our outcome of interest: CS-induced emphysema in the mouse model. The CS mouse model is a foundational model for the study of CS-induced lung injury and emulates many of the features of human COPD including alveolar tissue destruction (emphysema) and cytoskeletal remodeling, airway hyperplasia, and chronic inflammation (4, 5, 13, 14)). Critically, SLIDE moves beyond biomarkers to transcriptomic latent factors underlying biological changes due to CS exposure, as demonstrated with GSN in the human airway epithelium. This study therefore demonstrates feasibility and application of interpretable machine learning approaches for murine scRNA-Seq datasets to identify otherwise unknown genes and pathways involved in human COPD.

Our network analyses coupled to functional cluster identification using LOVE demonstrate that CS exposure results in functional rewiring of homeostatic transcriptional profiles in epithelial cells. A key advantage of the network approach coupled to latent factor analysis is the identification of functional modules, rather than only cell states, that are perturbed by CS. The rewiring of the functional modules across epithelial cells suggests the interplay of rewired cell-intrinsic and cell-extrinsic signaling in CS exposure. We found a reduction in the network complexity with CS exposure. This supports that CS causes the biological network across and within epithelial cell types to lose complexity, resulting in further loss of adaptation potential, robustness, and resilience in the epithelial cell network. Future studies could investigate and confirm this network deterioration in other cell types.

Dysregulation of GSN at the protein level has been demonstrated in small studies of healthy smokers (18) and genetic α-1 antitrypsin deficiency–related COPD (19). However, this study is the first to demonstrate alterations of GSN at the transcriptional and protein levels in CS-induced lung disease and COPD in mice and humans. GSN may be part of a molecular phenotype or signature of actin cytoskeletal remodeling in response to cellular injury or damage. Alternatively, cellular release of GSN may be a protective response to cellular injury. GSN can act as an actin scavenger by binding free actin subunits, which may be released into the extracellular space and plasma after cell damage in disease states such as sepsis and acute respiratory distress syndrome (40, 41). Recombinant human plasma GSN is also protective against acute lung injury due to bacterial infection (42, 43). Intracellular GSN effects are likely different than secreted GSN. Our in vitro wound assay suggests that GSN OE inhibits cell migration likely related to altered actin dynamics, while exogenous recombinant human GSN does not. However, exogenous GSN does promote cell proliferation. SLIDE analysis identified new transcriptional connections between GSN, KRT8, and KRT18, which was further supported by in vitro expression changes in KRT8. These KRT8 expression changes differed between GSN OE and exogenous GSN exposure. Keratins are abundant intermediate cytoskeletal filaments that regulate a number of cellular functions including cell shape and proliferation. They have also been implicated in pathogenesis and as markers of unique transitional epithelial cell states in the lung (44, 45). Further studies in human COPD and related mouse models will be important to clarify the implications of GSN on epithelial cell function and GSN-keratin interactions.

A limitation of the study is that gene expression may not always reflect protein concentration and function, therefore, validation of gene and protein expression are required. Single cell isolation is dependent upon isolation protocols, to which some cells may be more sensitive or difficult to recover. Variability is also introduced when different sequencing platforms are utilized. However, our cross-prediction analysis supports that SLIDE has strong predictive power both within and between complex sequencing datasets.

In summary, this study provides a transcriptional assessment of the CS exposure animal model for COPD research that complements the emerging transcriptional profiles established for human COPD. After CS exposure, there is transcriptional rewiring of epithelial cell types with a reduction in network complexity that informs future mechanistic studies and potential therapeutic avenues in COPD. Furthermore, we also successfully applied both the unsupervised latent factor–based LOVE and SLIDE models to murine scRNA-Seq data, which revealed functional transcriptional rewiring of the cytoskeletal network and validated a biological role for GSN in human COPD. This model can be applied to other disease-based datasets for biological discovery.

## Methods

### Sex was considered as a variable.

Human samples included both males and females, which were distributed evenly between normal control and COPD groups when possible. Mouse smoke exposure models utilized female mice, which demonstrate increased sensitivity to the emphysema phenotype due to smoke exposure.

### Human lung tissue and plasma samples.

Human lung tissue samples were obtained from The Airway Cell and Tissue Core at the University of Pittsburgh (supported by P30 DK072506, NIDDK, and the CFF RDP to the University of Pittsburgh). Donor lung samples were obtained from the Center for Organ Recovery and Education (CORE) at the University of Pittsburgh. Donor lung samples originated from lungs deemed unsuitable for organ transplantation. All COPD samples were from lungs explanted from patients with COPD who had undergone lung transplantation under an approved protocol. Lung tissues were stored at –80 °C until use. Plasma samples and clinical data consisted of participants in the COPD Specialized Centers of Clinically Oriented Research (SCCOR) cohort at the University of Pittsburgh. SCCOR is a single center COPD cohort recruited between July 2008 and June 2010 to study of the molecular and cellular basis of COPD subphenotypes. All SCCOR participants are 40 years of age or older with a minimum of 10 pack-year tobacco history at enrollment. Plasma samples were analyzed from 79 SCCOR participants with COPD, defined by a postbronchodilator forced expiratory volume in 1 second to forced vital capacity ratio (FEV_1_/FVC) of < 0.70. For control groups, 10 SCCOR participants without evidence of airflow obstruction on spirometry (controls) and 38 participants with active smoking but no evidence of COPD were selected. All samples were deidentified prior to acquisition for experimental testing.

### Animal smoke exposure and sample collection.

Animals were housed according to standard housing criteria. C57BL/6J mice were obtained from Jackson Laboratories (female mice at 10–12 weeks of age, *n* = 3–4 per group) and subjected to the smoke of 4 unfiltered cigarettes per day (lot# 3R4F; University of Kentucky), 5 days a week for a duration of 6 months, using a smoking apparatus that delivers targeted CS to single mice isolated in individual chambers (7, 46). The controls in each group were exposed to room air alone. These mice were caged separately and housed in the same facility as their smoke-exposed counterparts. At the completion of each experiment, mice were euthanized by CO_2_ inhalation, the chest was opened, and the trachea was cannulated. For scRNA-Seq data comprising dataset A, the left lung lobe was tied off, extracted, and placed in complete medium (DMEM with 10% FBS and 1% HEPES, 1M) on ice. The remaining lung lobes were inflated with 10% buffered formalin at a constant pressure of 25 cm H_2_O for 10 minutes. The lungs were then ligated, excised, and fixed in formalin for 24 hours before washing in PBS, storing in 70% ethanol, and embedding in paraffin. Serial midsagittal sections were obtained for histological analysis.

All animal experiments for dataset B collection were performed in accordance with the Animal Care and Use Committee of Helmholtz Zentrum München. Animals were housed according to standard housing criteria. C57BL/6J mice (female mice at 8–12 weeks of age) were subjected to full-body smoke exposure for 50 minutes twice daily (lot# 3R4F; University of Kentucky), 5 days a week for a duration of 6 months. The controls in each group were exposed to room air alone. At the completion of each experiment, mice were euthanized and lungs were collected for single cell isolation as previously reported (15, 35).

### Mouse lung morphology analysis.

Mouse lungs that were inflation fixed as described were imaged with brightfield at 20× magnification. Images were masked to block out airways, blood vessels, and intraalveolar immune cells or debris. Using an ImageJ–based script we called “WaffleFry”, each masked image was overlaid with horizontal and vertical lines interspaced at 10-pixel intervals. Chord length measurements were automatically processed vertically and horizontally across this image grid. A chord length measurement was recorded when the subsequent pixel had tissue density (rather than airspace). Chord lengths of under 8 pixels were discarded to prevent capture of nonalveolar spaces. This analysis tool is similar to previously validated programs (7, 46). It has been uploaded to Github at https://github.com/ckliment/WaffleFry.git (Commit ID: 0097d2b1e5ca6bc15ae97f769030a0109bccf62c).

Images were also analyzed using a published deep learning algorithm called “Deepmasker” to measure alveolar spaces with exclusion of intraalveolar inflammatory cells and blood vessels, as previously described (47), with comparable results (Supplemental Figure 1).

### Mouse single-cell lung processing and scRNA-Seq.

2 sets of scRNA-Seq data were analyzed for this study: dataset A from the University of Pittsburgh and dataset B from the Institute of Lung Health and Immunity, Helmholtz Munich, Germany.

For dataset A, the left lung lobe from each mouse was further processed to isolate single cell suspensions. Lung tissue was first minced into small pieces and placed in 0.5 mL dispase solution (50 U/mL, Sigma-Aldrich) in a conical tube. The tissue was incubated at room temperature on a gentle rocker for 45 minutes. The tissue was then placed in a petri dish with 7 mL complete medium with 10 μL DNase-I solution (1 mg/mL, Sigma-Aldrich), teased apart, and placed on a rocker for 12 minutes to liberate adherent cells. Liberated cells were then passed through a 70 μm strainer into a conical tube with subsequent washing of the strainer with 5 mL of media. This process was repeated with a 40 μm strainer. Cells were spun down at 400*g* for 10 minutes at 4°C. Cells were resuspended in 6 mL of red blood cell lysis buffer, incubated for 5 minutes, and spun down. Cell pellets were resuspended in 0.5 mL PBS with 0.4% BSA (Thermo Fisher Scientific), filtered a final time through a 40 μm FloMi filter tip (Bel-Art), and kept on ice. Cells were counted and 5,000 cells were processed. Individual cells were barcoded with library preparation using 3primeV2 reagents by 10X Genomics Chromium System per the manufacturer’s protocol. Next generation RNA-Seq was performed on the libraries using an Illumina NextSeq-500 by the UPMC Genome Center (Pittsburgh, Pennsylvania, USA). Raw data were demultiplexed using Cell Ranger 5.0.1 and the mkfastq function and then aligned to 10X Genomics’ mouse reference genome mm10-2020-A using cellranger count. Data can be downloaded from the Gene Expression Omnibus database with the accession code GSE277533.

Dataset B was collected, processed, and published as previously reported (15, 35). C57BL6 mice were exposed to 6 months of air or whole-body CS (5 days per week, Cigarette lot# 3R4F; University of Kentucky). Drop-Seq technology and computational pipeline was used for the dataset, as previously reported. Raw sequencing output and count matrices after basic QC filtering can be downloaded from the Gene Expression Omnibus database with the accession code GSE151674.

### scRNA-Seq analysis and clustering.

Data from datasets A and B were analyzed using the R package Seurat V3.2.3 and R V4.0.2 (48–50). Cells were filtered for greater than 200 genes, fewer than 3,000 genes, and less than 25% mitochondrial genes. Data normalization was performed using the standard Seurat workflow followed by clustering and visualization using uniform manifold approximation and projection (UMAP). Marker genes for each cell type were identified using the Seurat FindAllMarkers function, and cluster cell identities were manually assigned using canonical cell markers and previously established gene marker lists (23). Differentially expressed genes comparing CS-treated and air control cells were identified using the FindMarkers function, an implementation of a nonparametric Wilcoxon rank sum statistical test. Genes with *P* value less than 0.05 and absolute lnFC greater than 0.1 were used as inputs for pathway enrichment analysis. Gene ontology analysis was performed using WebGestalt, which utilizes the Fisher Exact Test, identifying genes with a FDR less than 10% (51).

### LOVE and SLIDE models for latent factor analysis.

We first removed transcripts and cells exhibiting high sparsity in the transcriptomic count matrix from Seurat. Specifically, we discard transcripts with over 99.5% zeros and cells with more than 90% zeros across all datasets. LOVE, a 3-step algorithm, then identifies latent factors in an unsupervised way (27). The first step leverages the data covariance matrix to determine the structure and quantity of latent factors. The subsequent step identifies the gene members of each latent factor, which include both pure and mixed variables. The final step allocates weights to the mixed variables for each latent factor, informed by the findings of the first 2 steps.

LOVE was first employed on the complete dataset for each cell type. We then performed a nonoverlapping assignment of genes to latent factors according to the allocation matrix outputted by LOVE, which details the weight of each gene within each latent factor. Specifically, each gene was exclusively attributed to the latent factor where it has maximal weight. This definitive assignment process revealed 2 principal latent factors for all datasets: one predominantly composed of homeostasis and house-keeping genes, and another comprising genes with potential functional differentiation.

To refine the data resolution, we applied LOVE in a nested manner to the 2 distinct feature groups. Following the post-LOVE analysis and a repeat of the definitive assignment, we isolated the most significant 50 features in the allocation matrix from each latent factor, both from the house-keeping gene analysis and the differential functional gene analysis. To further mitigate noise, we calculated the median expression of each transcript using nonzero values and excluded those transcripts whose expression resides in the lowest quantile under both experimental conditions. For every cell type and experimental condition, we constructed a protein-protein interaction network based on the interactions among the chosen genes by using the “OR” logic. Networks were visualized through Cytoscape.

### SLIDE analysis.

The scRNA-Seq data underwent initial processing via the Seurat pipeline, as previously detailed. For each cell type, we began by applying sparsity filtering to remove cells and genes exhibiting high levels of sparsity. Subsequently, for each distinct cell type, which included AT1, AT2, and ciliated cells, we performed the SLIDE analysis to identify cell type–specific latent factors that underlie air and smoke conditions. SLIDE is an interpretable machine learning approach designed to uncover significant interacting latent factors that underlie outcomes of interest within high-dimensional omic datasets (17). For each distinct cell type, which includes AT1, AT2, and ciliated cells, SLIDE is a 2-step process: the first involves a 10-fold cross-validation with 20 replicates to uncover latent factors (LOVE); the second step focuses on pinpointing significant independent and interactive latent factors with the iterative multistage knockoffs method. Spec (a frequency-based parameter to quantify the stability of the multi-stage knockoff approach) and iteration numbers were set as 0.2 and 300, respectively, for all cell types.

The top weighted gene members corresponding to each latent factor are presented in Figure 3. These members are a union of the top 10 weighted genes derived from the allocation matrix produced by SLIDE and the 10 highest correlated genes between the gene expression and the air/smoke condition. The correlation of each gene is quantified by calculating the AUC.

Correlation networks are visualized by employing the QGraph package in R. Vertices within the networks represent the top-weighted member in the corresponding latent factor. The intergene correlations are calculated using the Pearson correlation coefficient. To maintain clarity and relevance in the visualization, any correlation with a value below 0.1 is excluded from the plot.

### Human lung scRNA-Seq and analysis.

Lung samples from patients with COPD (GOLD stage IV, *n* = 6, ages 58–68, 5 males and 1 female) and normal nonsmoker donor controls (*n* = 4, ages 56–68, 3 males, 1 female) were enzymatically digested as previously described (52), enriched EpCAM^+^ lung cells of the distal lung were separated out, and scRNA-Seq was performed on the EpCAM^+^ lung cells. The sequencing results were analyzed using the Cell Ranger pipeline from 10x Genomics (v3.1.0, STAR v2.5.3a) and the Scanpy package (v1.8.0) (53). Reads were aligned to a hg38 human reference genome (GRCH38.97). Barcodes with less than 400 or more than 20,000 detected transcripts were excluded from the single cell RNA library. Cells with a high proportion of mitochondrial-encoded transcripts were excluded. Cells with high background mRNA contamination were detected using the R library package SoupX (54) and also excluded from analysis. Variable genes were selected and ranked, and 3,426 genes identified as occurring in at least 3 samples were used as input for principal component analysis. After preprocessing, cells were clustered using standard cell markers. AT2 cells were specifically identified using cells positive for surfactant proteins SFTPC and SFTPB, rather than Epcam, to improve cell identification. Differential gene expression was calculated following leiden cell clustering and batch alignment with BBKNN (55). UMAPs were generated in Seurat (50). UMAPs and dotplots showing gene expression were generated via scanpy’s pl.umap() and pl.dotplot() function, respectively. 

### GSN plasma analysis.

GSN quantification was completed on human plasma samples using a GSN ELISA (Abcam, cat# ab270215). Samples were diluted at 1:5,000 and analyzed according to the manufacturer’s instructions.

### Human ALI cultures and smoke exposure.

HBECs from normal and COPD lungs were attained from the University of Pittsburgh cell core as previously described (56, 57) with a protocol approved by the University of Pittsburgh Investigational Review Board. Samples were from *n* = 2 donors per group (biological replicates) and 2–9 inserts per donor (technical replicates). HBE cells were grown to 80%–90% confluence in collagen-coated flasks then seeded onto type I collagen-coated (50 μg/mL in 0.02 N acetic acid) transparent PET Transwell inserts (0.4 μm pore, 24-well insert size 0.33 cm^2^ at a density of approximately 5–6 × 10^5^ cells/cm^2^. Once a confluent monolayer had formed on the inserts, the apical medium was removed, and cells were grown at ALI (58) over 3–6 weeks for differentiation into ciliated airway epithelium prior to experimental use.

The Vitrocell smoke exposure chamber was used to expose HBEs grown at ALI to humidified air or CS. A single exposure is considered air for 16 minutes or 2 cigarettes over sixteen minutes using an ISO standard protocol. ALI cultures were exposed to 2 cigarettes followed by a 2-hour break in a cell culture incubator (5% CO_2_, 37°C) then 2 additional cigarettes. After the second exposure, 100 μL of sterile PBS containing 1 × Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific no. 1861281) was added to the apical cell surface and cells were incubated for 1 hour prior to harvest of apical liquid, basal media, and cell lysates. Protease inhibitor cocktail was added to the basal media prior to collection. Cell lysates were collected using 1 × RIPA lysis buffer (Pierce no. 89900) supplemented with 1 × RNAase-free DNAase (Thermo Fisher Scientific no. EN0521) and 1 × Halt protease and phosphatase inhibitor cocktail and lysed by sonication. Samples were analyzed by dot blot analysis as described below.

### Tissue and cell immunofluorescent staining.

Immunofluorescent staining of lung tissue and cells in culture was completed as previously described (46). Lung tissue from human (normal control and COPD lungs) and mouse lung (air and CS exposed) were formalin fixed and paraffin embedded. Human lung tissue was analyzed from 3 patients in a control group (nonsmokers without lung disease) and 3 patients with COPD (GOLD stage 4). Prior to staining and analysis, tissue sections were deparaffinized and rehydrated by a series of xylene and ethanol washes. Antigen retrieval was completed using sodium citrate buffer, pH 6.0 at 95°C. Tissue was permeabilized with 0.3% Triton X-100 and 1% BSA in PBS and blocked with 2% BSA in PBS. Human and mouse lung sections were stained for mouse anti-GSN (1:100, Invitrogen no. 27752), rabbit anti-epcam (1:100, Abcam no. ab223582), HT2-280 (Terrace Biotech, no. TB-27AHT2-280), podoplanin (Developmental Studies Hybridoma Bank, Univ. of Iowa, Anti-Pdpn no. 8.1.1) and secondary Alexa fluorophore antibodies, including goat anti-mouse Alexa 555 (Invitrogen, cat. A32727), goat anti-mouse Alexa 647 (Invitrogen, cat. A21235), goat anti-rat Alexa 647 (Invitrogen, cat. A21247), and goat anti-rabbit Alexa 647 (Invitrogen, cat. A21245). Control sections were stained with nonimmune rabbit IgG (no. 2729P, Cell signaling). All tissue sections were stained with Hoechst at 10 mg/mL for 10 minutes. Sections were mounted with Prolong Gold (Molecular Probes, Thermo Fisher Scientific) and cured for at least 24 hours at 4°C prior to imaging. Images were acquired on a Nikon A1R confocal microscope using a 60 × objective.

After immunofluorescent staining, human lung sections (*n* = 3 healthy controls and *n* = 3 COPD, GOLD stage 4) were analyzed for *GSN* expression using ImageJ in airway epithelial cells or alveolar tissue. Images were acquired from different regions of the lung representing airways or alveolar tissue (*n* = 6–8 images each). Images were divided into 4 quadrants, and areas to be analyzed were sampled from HT2-280–negative stretches of podoplanin-positive alveolar tissue from each image quadrant and from the center of each image (5 areas per image). Macrophages and alveolar type 2 cells were avoided during analysis based on cell morphology and HT2-280 staining, respectively. Mean grey value for each area was recorded and compared between samples from individuals who were healthy and who had COPD.

### Dot blot and Western protein analysis.

For dot blot analysis, a PVDF Immobilon membrane (Bio-Rad no. 162-0177) was activated using methanol then washed in distilled, deionized water for 5 minutes 3 times. The membrane was layered with soaked blotting papers into the Dot Blot apparatus and 50 μL of each sample (apical surface liquid, basal media or cell lysates) were blotted onto a membrane in triplicate using gentle vacuum for 60 seconds. Blots were incubated in blocking solution (5% milk in PBS-tween) for 1 hour at room temperature followed by 3 rinses in PBS-Tween (PBS-T). The membrane was subsequently incubated with primary antibody for 1 hour at room temperature on a rocker, washed 5 times in PBS-T for 5 minutes, then incubated with secondary antibody for 1 hour at room temperature on a rocker followed by repeat wash steps. Western blot analysis was completed according to previously published methods (59). Primary antibodies used were targeted against GSN (1:500, Invitrogen no. 27752), DDK (1:1000, Invitrogen no. MA1-9187), KRT8 (1:500, DSHB no. TROMA-1) and KRT18 (1:500, Abcam no. ab93741). Secondary antibodies used were Invitrogen GOXMO HRP high XADS (no. A16078). Blots were developed using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific no. 34580) and imaged using a ChemiDoc XRS+ (Bio-Rad) detector.

### GSN overexpression, exogenous GSN exposure, and wound healing assay.

BEAS-2B cells, a human bronchial epithelial cell line (ATCC), were grown and maintained in DMEM with Nutrient Mixture F-12 (Genesee Scientific) and supplemented with 5% FBS and 1% penicillin/streptomycin(Genesee Scientific). Cells were used between passage 3–8. Cells were cultured on tissue culture–treated polystyrene plates and were propagated when 70%–90% confluent. Cells were propagated by trypsinization with 0.25% trypsin-EDTA (Gibco no. 25200-056) and neutralized by trypsin neutralizing solution (Gibco no. R-002-100). For GSN OE, cells were transfected with 2.3 nM plasmid DNA for GSN (GSN_OHu20043D_pcDNA3.1+/C -(K)-DYK, Clone ID:OHu20043D, catalog no. SC1200, Genscript) or control (pcDNA3.1-C-(k)DYK, catalog no. SC1317, Genscript) using Lipofectamine 3000 (Invitrogen) per the manufacturer’s protocol. Select experiments were exposed to CS extract (CSE) as described below. Transgene expression was confirmed using Western blot analysis according to previously published methods (59) with GSN antibody (1:500, Invitrogen no. 27752) and DDK antibody (1:1000, Invitrogen no. MA1-9187). Analysis of KRT8 and KRT18 by Western blot was assessed using anti-KRT8 and anti-KRT18 antibodies above. Beas-2b cells were exposed to exogenous recombinant human GSN (rhGSN, Cytoskeleton Inc.) for 24–96 hours at concentrations of 10 or 30 μg/mL. Media alone or sterile BSA (at 30 μg/mL) were used as control conditions. Cells were analyzed for cell proliferation using the Cyquant assay, wound healing assay as described (analysis at time 0 and 12 hours), and real time PCR analysis at 24 hours for *KRT8*, *KRT18,* and *ACTA2*.

### CSE.

Research cigarettes were purchased from the University of Kentucky (Lot no. 1R6F). CSE was prepared in 30 mL of DMEM with 1% penicillin/streptomycin drawn into a 60 mL syringe (Thermo Fisher Scientific). A single cigarette was fixed on the top of the syringe and burned. The plunger was used to draw the smoke into the syringe followed by shaking to promote dissolution in the media. The CSE solution was filtered through a 0.45 μM filter. The absorbance of the CSE was measured using a cuvette at an O.D. of 310 nm with microplate reader (SpectraMax, M2, Molecular Devices). An O.D. value of 0.2 is approximately equal to 100%. The CSE was adjusted to 10% and used for cell exposure for 24 hours.

### Real-time PCR.

RNA was isolated from cells and converted to cDNA for real-time quantitative PCR (q-PCR) using LightCycler 480 SYBR Green I Master mix (Roche) and specific primer combinations on a CFX384 Real-Time system C1000 Touch Thermal Cycler (Bio-Red). Primers were purchased from Integrated DNA technologies, IDT including *ACTA2*: Hs.PT.56a.2542642; *KRT8*: Hs.PT.58.22681010; *KRT18*: Hs.PT.58.19252426 and *GAPDH*: Hs.PT.39a.22214836. Each sample using primers pairs was measured at least in duplicate. Relative fold change was calculated by normalizing to *GAPDH*.

### Statistics.

Mean densitometry (ImageLab Software) and all other quantitative data (mean ± SEM) were normalized to appropriate control groups. Statistical analyses were completed using GraphPad Prism 9.3. Data were assessed for sample distribution. If samples were normally distributed, then data are analyzed using ANOVA with Fisher’s LSD post test. If the data were not normally distributed, nonparametric analyses, including Kruskal-Wallis, Tukey’s, and/or Mann-Whitney were used. The association between circulating plasma GSN were assessed with linear regression analysis. For all statistics, a *P* value less than 0.05 was considered to be statistically significant.

### Study approval.

Human lung tissue samples were obtained from The Airway Cell and Tissue Core at the University of Pittsburgh. The tissue core and biorepository efforts are approved through the University of Pittsburgh Institutional Review Board (IRB) through the Human Research Protection Office (Pittsburgh, Pennsylvania, USA). The IRBs cover the procurement, processing, and distribution of human biospecimens (Total Transplant Care Protocol; IRB no. 2017H0309 and IRB PRO14010265) and the collection and distribution of clinical data (Honest Broker Protocol; IRB no. 2017H0310). Plasma samples and clinical data consisted of participants in the COPD Specialized Centers of Clinically Oriented Research (SCCOR) cohort, which is approved by the IRB at the University of Pittsburgh (IRB no. 19090239, Pittsburgh, Pennsylvania, USA). All animal experiments for dataset A collection were approved by and performed in accordance with the Institutional Animal Care and Use Committee (IACUC) of the University of Pittsburgh (Pittsburgh, Pennsylvania, USA).

### Data availability.

All data associated with this study are available in the main text or the supplemental materials including the Supporting Data Values File. scRNA-Seq data from C57BL/6 mice exposed to air or CS for 6 months is available from Geo Omnibus, GSE277533. Contact Corrine Kliment () for study correspondence and material requests.

## Author contributions

CRK, JD, and ADG conceptualized the project. JS, HX, CRK, YZ, QH, UM, NCT, and KM were responsible for computational analysis, experimental assays, and data processing. FS and YZ were responsible Human Cohort management (SCCOR). CRK and JD acquired funding. CRK, JD, HX, and JS wrote the original draft of the manuscript. CRK, JD, ADG, JS, TSK, AOY, and MK reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
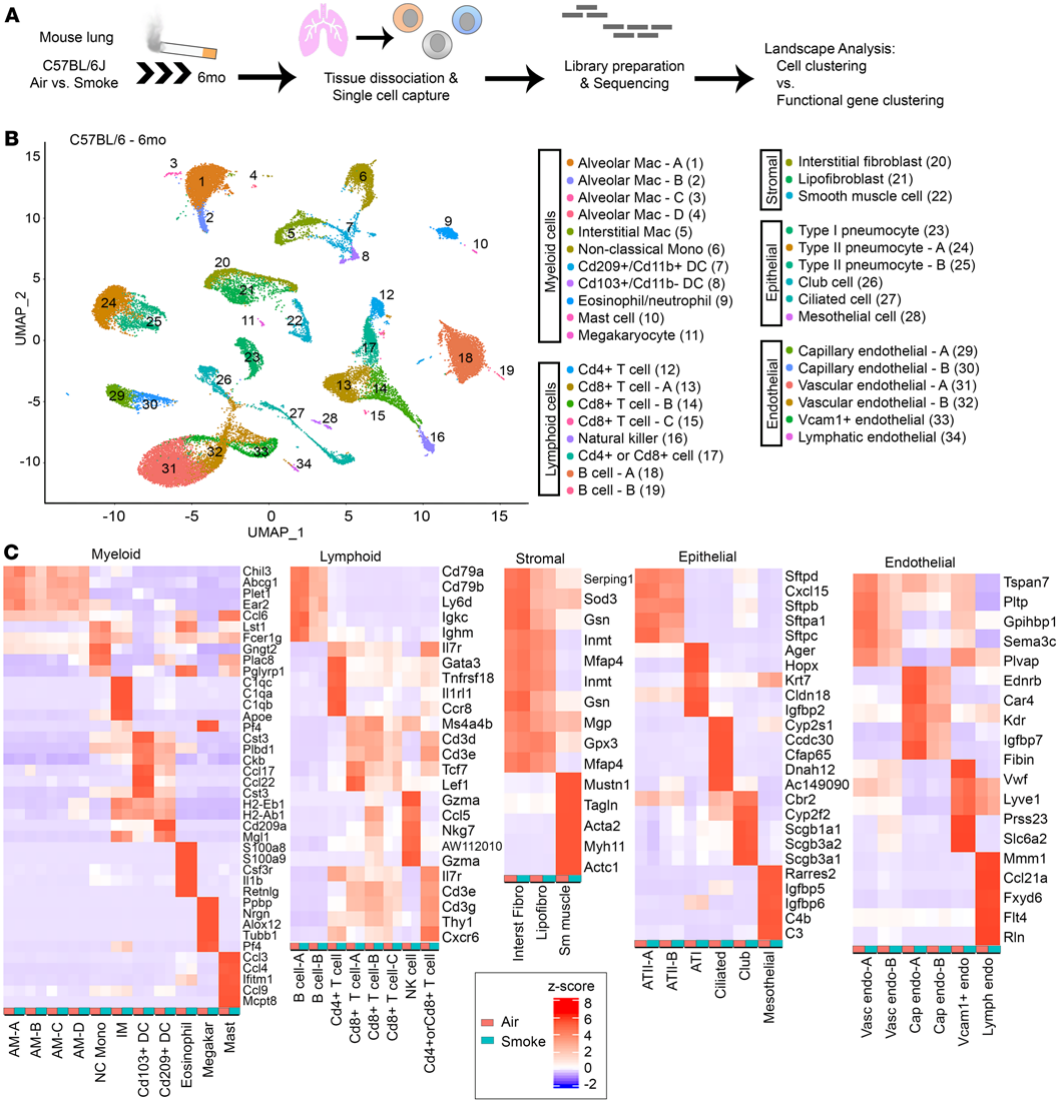
scRNA-Seq defines cell type profiles in a mouse model of COPD. C57BL/6J mice (*n* = 3 per group; 5,000 cells per mouse) were exposed to 6 months of air or CS. Harvested lung tissue was dissociated into single cell suspensions and processed individually for scRNA-Seq as described. (**A**) Experimental workflow and data analysis using standard Seurat cell clustering versus LOVE functional gene clustering. (**B**) Uniform Manifold Approximation and Projection (UMAP) representation of Seurat cell clustering identifying 34 cell clusters among the air and smoke exposed groups, notated with color and number labels (*n* = 4 individually sequenced mice per group). (**C**) Canonical cell marker genes identify distinct cell populations within myeloid, lymphoid, stromal, epithelial, and endothelial cell clusters. Groups are separated by exposure groups: air (red) or smoke (teal), *n* = 3 mice per group. Gene expression is reported as z-score by color histogram.

**Figure 2:**
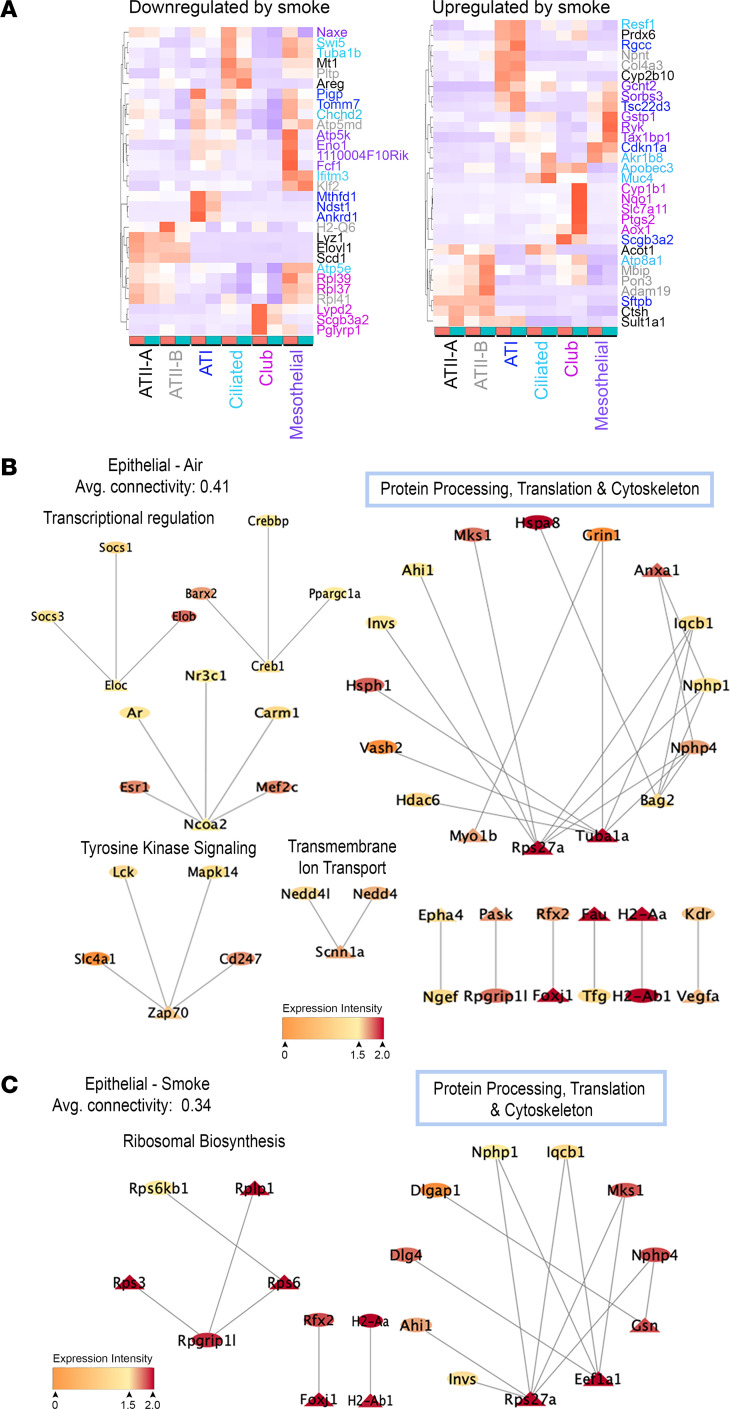
CS results in transcriptional rewiring within epithelial cells in the mouse lung. (**A**) Heat maps of z-scores showing the top 5 unique downregulated and upregulated genes between air and smoke exposure groups for each epithelial cell cluster. Groups are separated by exposure groups: air (red) or smoke (teal). Cell-type text color corresponds to the top 5 genes in the same color on the Y-axis label. Gene expression is reported as z-score by color histogram. (**B** and **C**) Epithelial cells were analyzed using a functional gene clustering model (LOVE) with functional gene clusters created for each exposure group. (**B**) Epithelial cells with air exposure, (**C**) Epithelial cells with 6 months smoke exposure. Functional groups were identified within air and smoke exposure groups. Gene nodes are shown as triangles, and predicted, experimentally validated interactor genes are shown as circles. Red-yellow shading represents the average gene expression intensity across all of the cells in that group. *n* = 3 mice per group.

**Figure 3:**
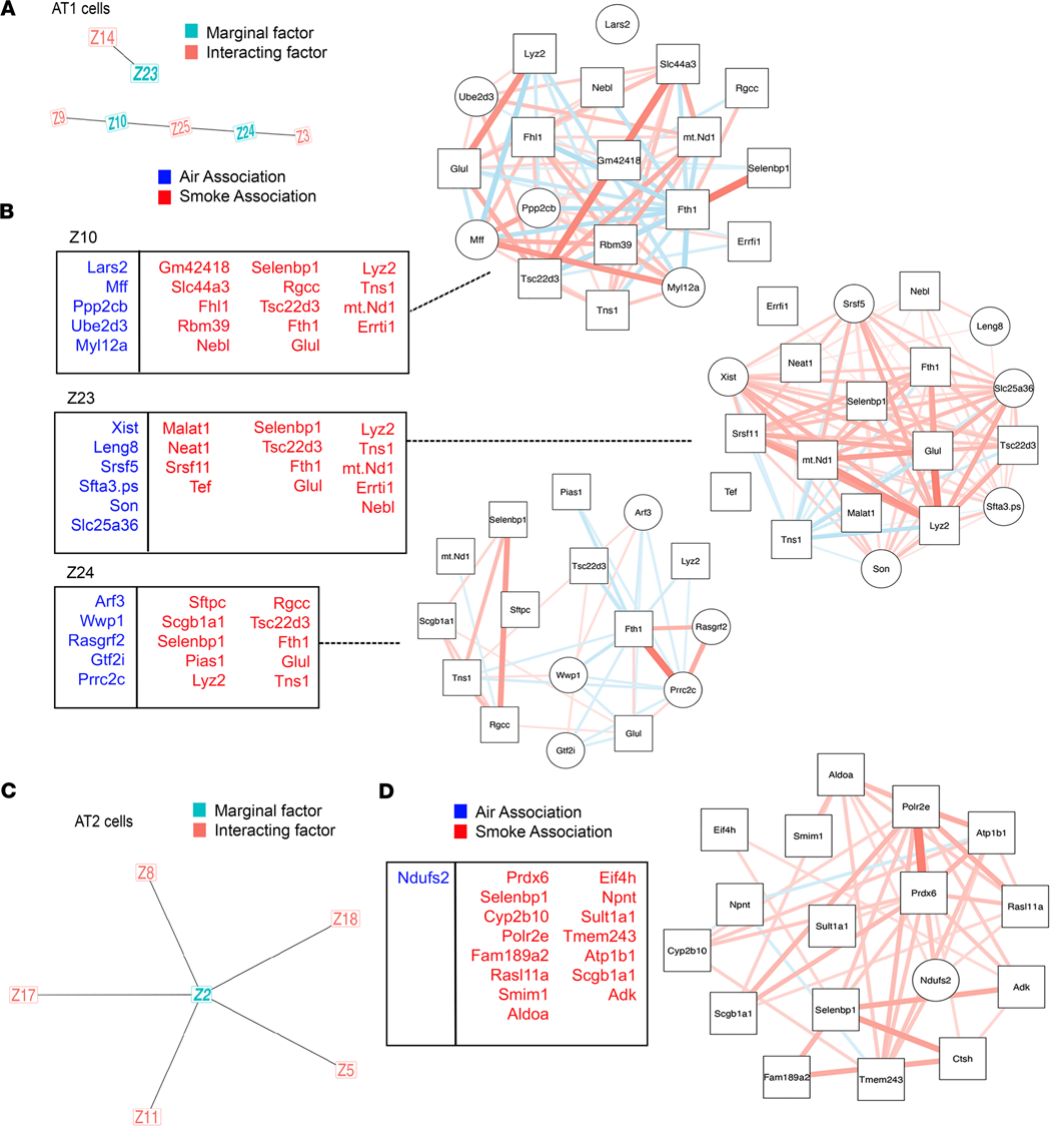
CS exposure resulted in transcriptional rewiring in AT1 and AT2 cell populations. scRNA-Seq data from mice exposed to 6 months of air or CS (*n* = 3 per group; 5,000 cells per mouse) were analyzed using SLIDE for dataset A. (**A**) Standalone significant latent (marginal) factors for AT1 cells are in teal and interacting latent factors are in red. Genes comprising each latent factor by cell type are reported in the table and network connectivity maps with genes that characterized CS exposure in red/squares and air in blue/circles. (**B**) Latent factor genes and network map for AT1 cells, (**C** and **D**) SLIDE latent, and interacting factors identified for AT2 cells with latent factor genes shown that characterize CS (red/squares) versus air (blue/circles).

**Figure 4:**
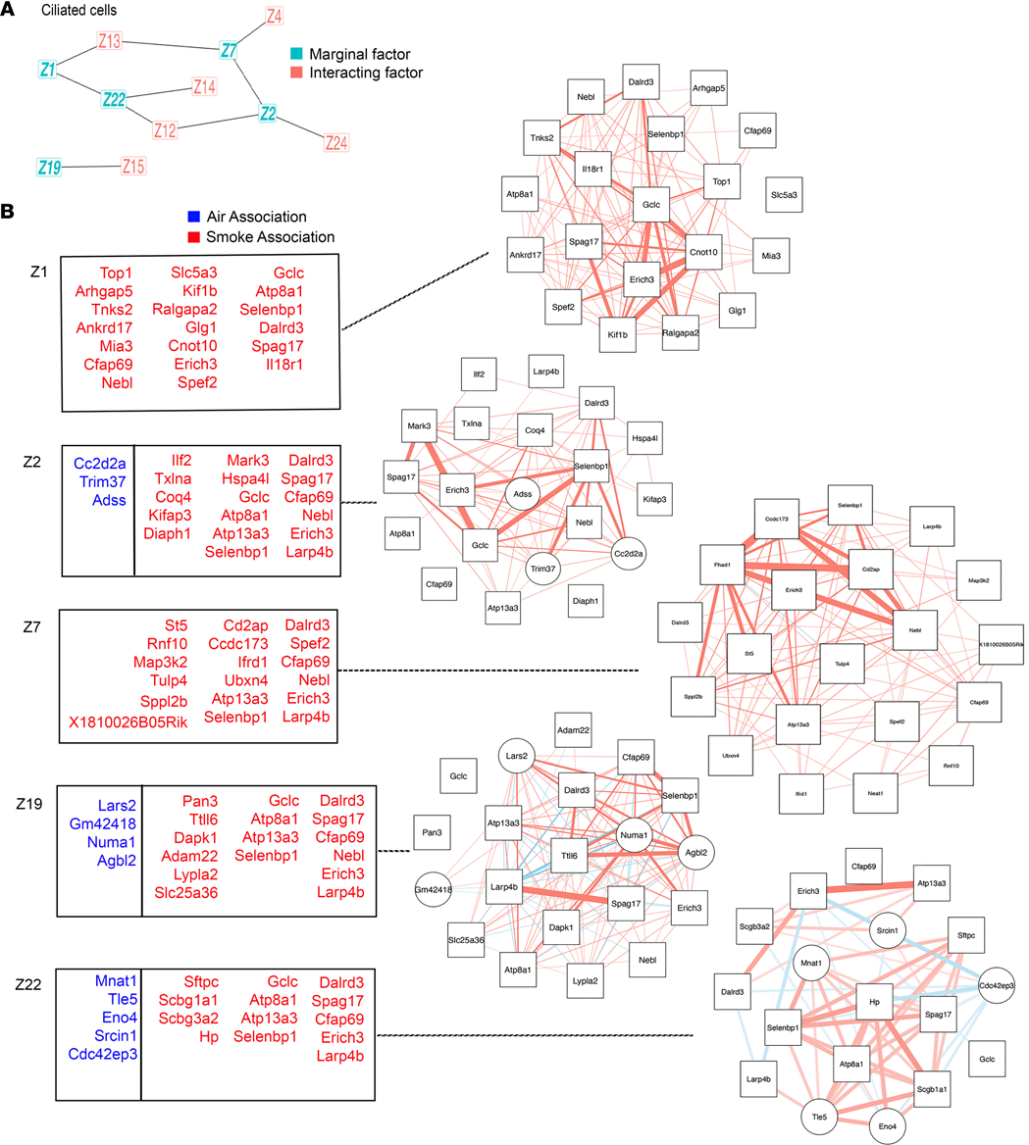
CS exposure resulted in transcriptional rewiring in ciliated cells. scRNA-Seq data from mice exposed to 6 months of air or CS (*n* = 3 per group; 5,000 cells per mouse) were analyzed using SLIDE for dataset A. (**A**) Standalone significant latent (marginal) factors for ciliated cells (CCs) are in teal and interacting latent factors are in red. (**B**) Genes comprising each latent factor for CCs are reported in the table and network connectivity maps with genes that characterized CS exposure in red/squares and air in blue/circles.

**Figure 5:**
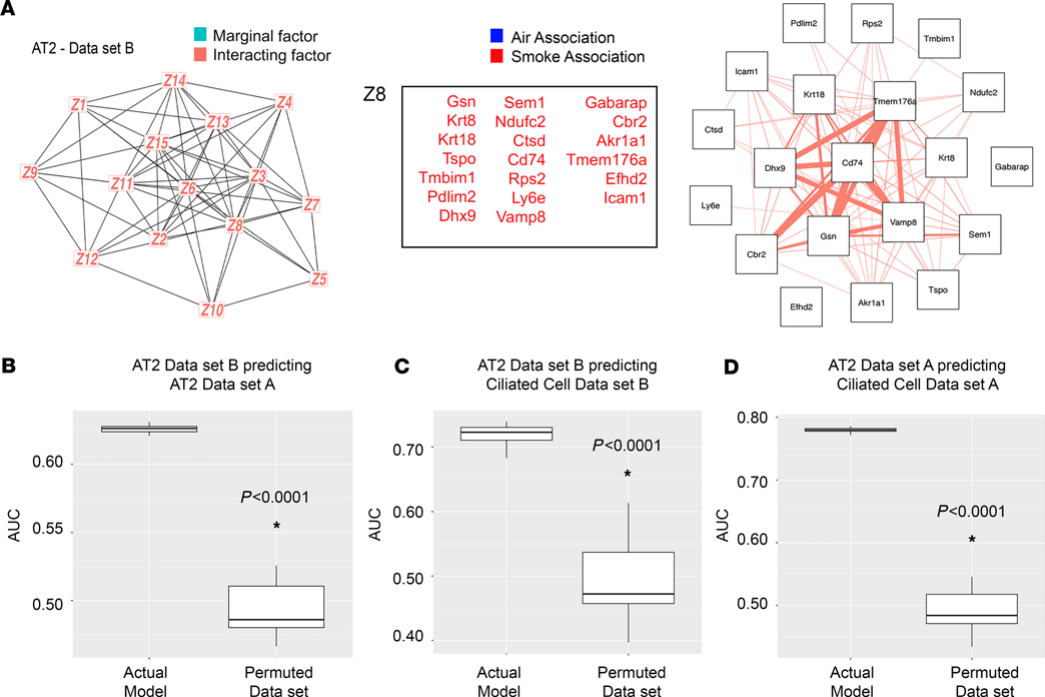
A *Gsn*-centric latent factor gene set can predict the smoke-exposed group within other epithelial cell types. scRNA-Seq data from mice exposed to 6 months of air or CS (*n* = 3 per group; 5,000 cells per mouse) were analyzed using SLIDE for dataset B for AT2 cells. (**A**) Standalone significant latent (marginal) factors for AT2 cells are in teal and interacting latent factors are in red. Genes comprising each latent factor by for the AT2 cells are reported in the table and network connectivity maps with genes that characterized CS exposure in red/squares and air in blue/circles. Of note, no air-associated latent factors (blue/circles) were present in this analysis. Cross prediction analysis was completed for between dataset A and B to determine if the CS treatment group could be identified. Area under the curve (AUC) is reported. Statistical comparison by 2-tailed Student’s *t* test with Mann-Whitney test for data in **B**–**D**. *P* values are noted. (**B**) AT2 dataset B predicting the CS group from AT2 cells in dataset A, (**C**) AT2 dataset B predicting the CS group from ciliated cells in dataset B, (**D**) AT2 dataset A predicting the CS group from ciliated cells in dataset A.

**Figure 6:**
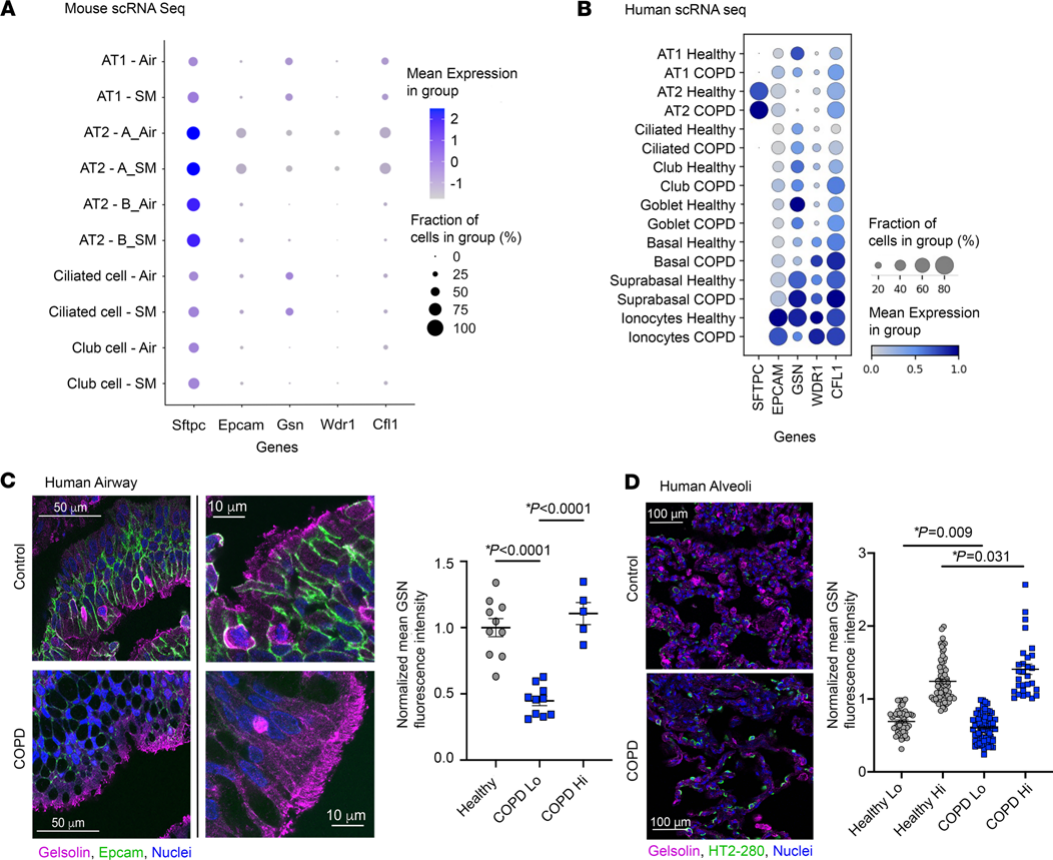
Gsn is enriched and increases in ciliated cells in mouse lung after CS and human COPD lung. Expression of *Gsn* was plotted from scRNA-Seq data from (**A**) Dataset A, epithelial cells isolated from mouse lung, 6 month smoke exposure model (*n* = 3 mice per group; 5,000 cells per mouse) and (**B**) human control versus COPD lung epithelial cells. Data are shown as mean gene expression in each group and fraction of cells with expression. Cells were isolated from lung samples from patients with COPD (GOLD stage IV, *n* = 6, ages 58–68, 5 males and 1 female) and normal nonsmoker donor controls (*n* = 4, ages 56–68, 3 males, 1 female). (**C** and **D**) Human lungs from people in the control group or patients with COPD was stained by IF and imaged on a confocal microscope *n* = 3–4 participants per group (8 images per participant). Data represent normalized mean grey value ± SEM. Statistically significant *P* values are noted. Statistics by 2-tailed Student’s *t* test with Mann-Whitney post test. Representative images are shown for (**C**) airway epithelium stained for GSN (magenta) and EPCAM (green). Scale bars: 50 μm (left) and 10 μm (right). (**D**) Alveolar epithelium stained for GSN (magenta) and HT2-280 (green). Scale bar: 100 μm. GSN staining intensity was quantified in HT2-280–negative, podoplanin-positive alveolar tissue. Mean grey intensities (per measured area) were normalized to the healthy control. Group data were split into high (Hi) and low (Lo) groups by using the mean value for the healthy control group.

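Gsn was common in ciliated-like cells of both groups, and no difference was detected (64.3, 62.1, 58.3 and 52.6% in air mice, 52.5, 68.0, 54.9 and 46.6% in CS mice, among cells with at least 1000 UMIs thinned to 1000). The difference of -3.85 percentage points turned to 3.94 without thinning (two-sided exact p = 0.429) and to 0.828 at 500 UMIs (exact p = 0.914). At 1000 UMIs it ran from -8.02 to -0.883 as each mouse was left out. The log2 fold change of Gsn in these cells was 0.35 (edgeR adjusted p = 0.526).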

**Figure 7:**
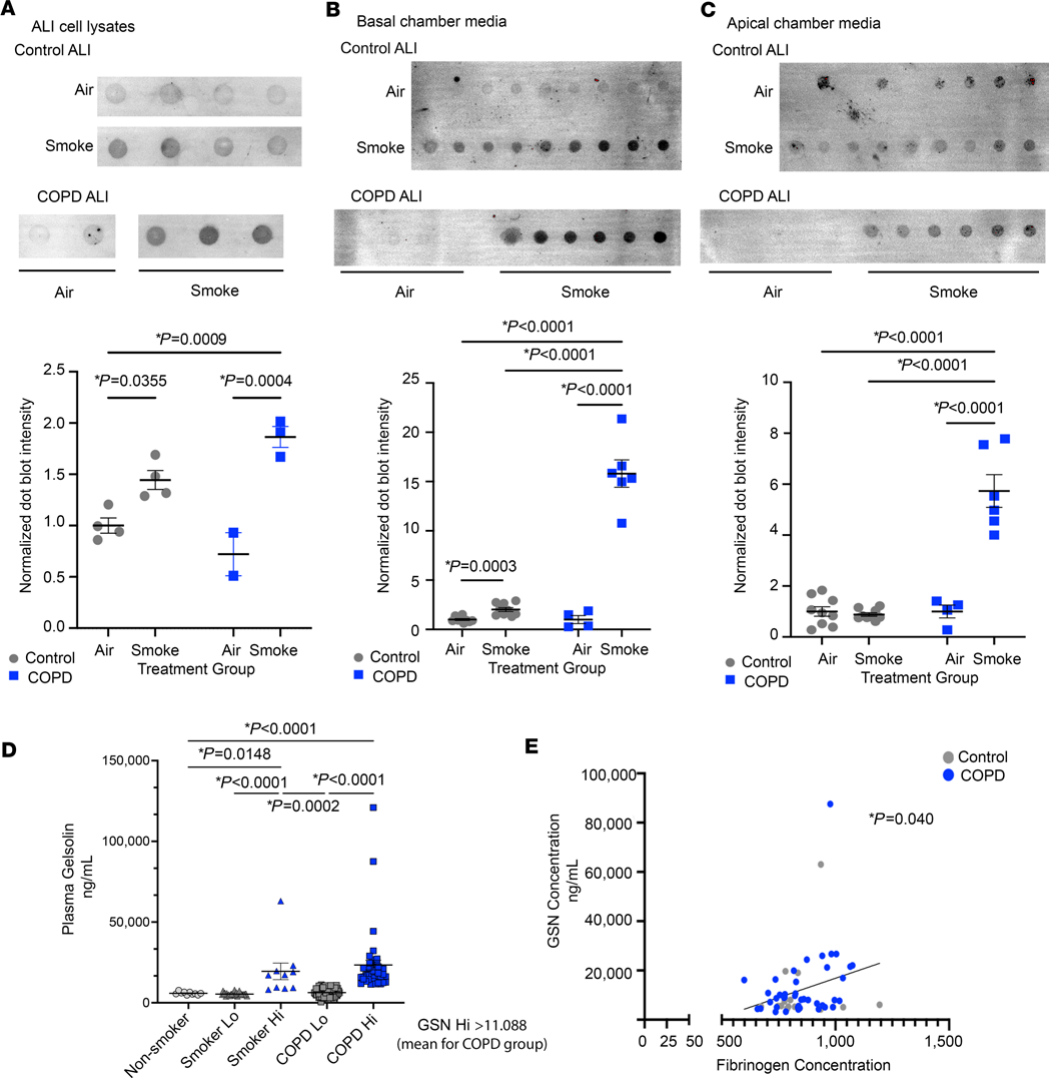
GSN is released by airway epithelial cells due to CS exposure and levels are increased in the plasma of patients with COPD. Primary human ALI cultures were exposed to gaseous CS by Vitrocell with *n* = 2 donors per group (biological replicates) and *n* = 2–9 inserts per donor (technical replicates). GSN quantity was determined by dot blot from (**A**) ALI cell lysates, (**B**) basal chamber media, and (**C**) apical chamber media. Data represent mean ± SEM. Statistically significant *P* values are noted. Statistics by 1-way ANOVA with Kruskal-Wallis post test. (**D**) GSN concentrations in human plasma were determined by ELISA for nonsmokers (*n* = 10), smokers without COPD (*n* = 38) and participants with COPD (*n* = 154). Data represent mean ± SEM. Statistically significant *P* values are noted. Statistics by 1-way ANOVA with Kruskal-Wallis post test. (**E**) Plasma GSN concentration compared with fibrinogen concentration in the same participant. Statistically significant *P* values are noted. Statistics by 1-way ANOVA with Kruskal-Wallis post test. Linear regression with *P* = 0.040. Grey, controls; Blue, participants with COPD.

**Figure 8:**
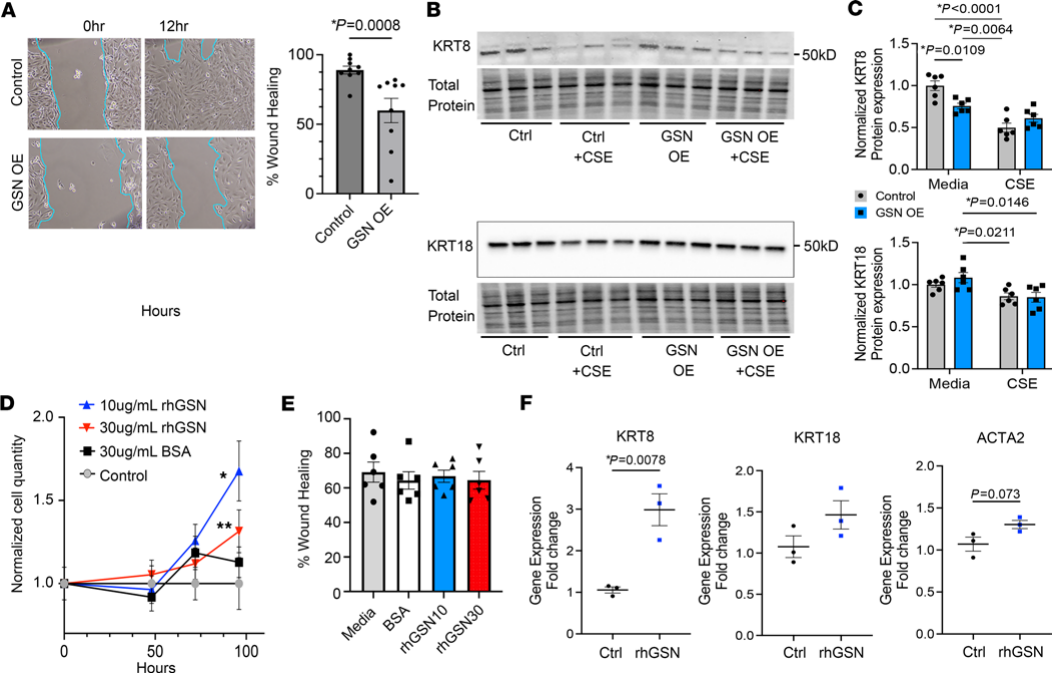
Endogenous overexpression of GSN and exogenous GSN alter cellular migration, proliferation, and KRT8 dynamics. Beas-2b cells were analyzed for wound healing, cellular proliferation, and cytokeratin expression in the context of GSN overexpression (GSN OE) or exogenous recombinant human GSN (rhGSN). (**A**) Wound healing assay with GSN OE. Wounds were measured at time 0 and 12 hours. Percent wound healing was calculated. Representative images are shown. Data represent *n* = 3–6 per group technical replicates and 2 separate experimental replicates. Statistical comparison by 2-tailed Student’s *t* test with Mann-Whitney test with *P* values noted. Images were acquired at 4X magnification. (**B**) Western blot for KRT8 and KRT18 was performed on Beas-2b cells with GSN OE compared with control, with or without 10% CSE exposure (24 hours). Data are representative of 2 separate experiments (*n* = 3 per group per experiment). (**C**) Quantification of Western blot band intensity for KRT8 and KRT18. Normalized data are representative of 2 separate experiments (*n* = 6 per group total). Statistics by 1-way ANOVA with Kruskal-Wallis post test with *P* values noted. (**D**) Cell proliferation was determined using the Cyquant assay in cells exposed to rhGSN at 10 or 30 μg/mL compared with media or BSA (30 μg/mL). Cells were assessed at 48, 72 and 96 hours. Simple linear regression analysis was performed. P values represent (*P = 0.0004, **P = 0.0145). (**E**) Wound healing assay was performed on Beas-2b cells treated with rhGSN at 10 or 30 μg/mL compared with cells treated with media or BSA (30 μg/ml). Wounds were measured at 0 and 12 hours. Percent wound healing was calculated. Representative images are shown. Data represent *n* = 6 wells per group. Statistical comparison by 1-way ANOVA with Kruskal-Wallis post test. (**F**) Beas-2b cells were exposed to rhGSN at 30 μg/mL for 24 hours with subsequent RT-PCR for *KRT8*, *KRT18,* and *ACTA2*. *n* = 3 biological replicates per group. Statistical comparison by a parametric 2-tailed Student’s *t* test.

# Supplementary material for: Interpretable machine learning uncovers epithelial transcriptional rewiring and a role for Gelsolin in COPD
**Source:** JCI Insight. 2024 Nov 8;9(21):e180239. doi: 10.1172/jci.insight.180239
**Supplement:** Supplemental data

**Supplementary Materials for**  
**Interpretable machine learning uncovers epithelial transcriptional rewiring and a role for**  
**Gelsolin in COPD**

Sui *et al.*

**This PDF file includes:**

Figs. S1 to S5  
Tables S1 to S2 (legends)

**Other Supplementary Materials for this manuscript include the following:**

Tables S1 to S2 files  
Lung tissue morphology analysis program “WaffleFry” has been uploaded to GitHub

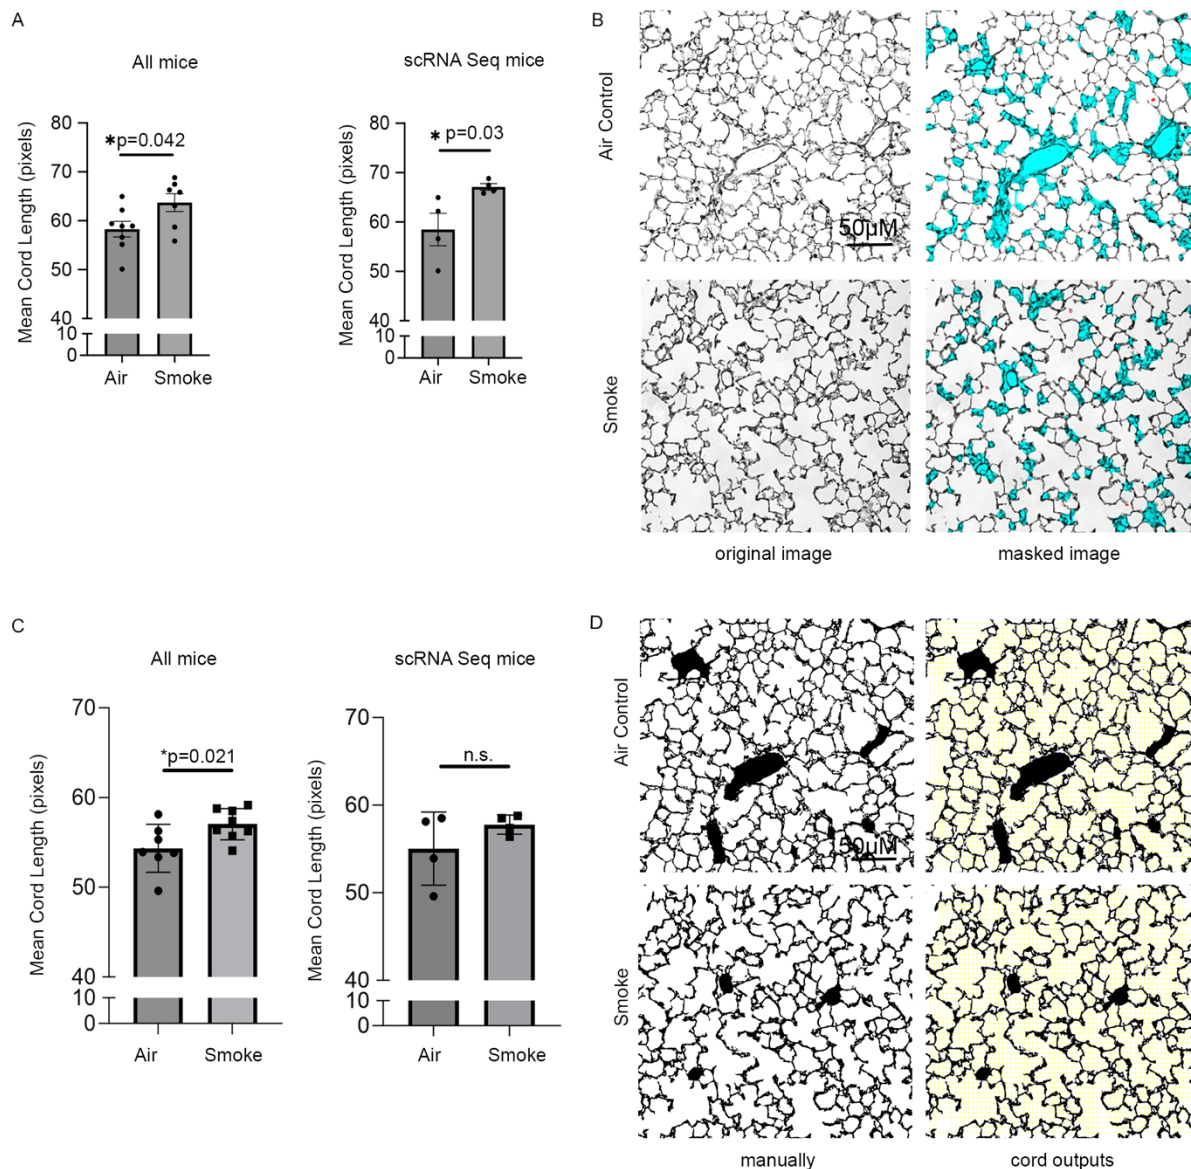

**Figure S1. Mice exposed to cigarette smoke for 6 months develop alveolar enlargement.** Mouse lung tissue was stained by H&E and imaged at 20X magnification. Images were analyzed for mean cord length using two analysis program. **(A)** Analysis using the DeepMasker program with machine learning masking and cord length measurement. Mean cord length is reported in pixels  $\pm$  SEM. N=4-8 mice, 10-13 images per animal. Statistics by Student's t-test with Mann-Whitney post-test, \*p-values are noted. **(B)** Representative images of grey scale images without (left) and with masking (right). Scale bar 50µm. **(C)** Analysis using ImageJ, conversion to grey scale, manual masking and the WaffleFry program. Mean cord length is reported in pixels. N=4-8 mice, 10-13 images per animal. Statistics by Student's t-test, \*p-values are noted. **(D)** Representative images of grey scale images with masking only (left) and with masking and analysis lines in yellow (right). Scale bar 50µm.

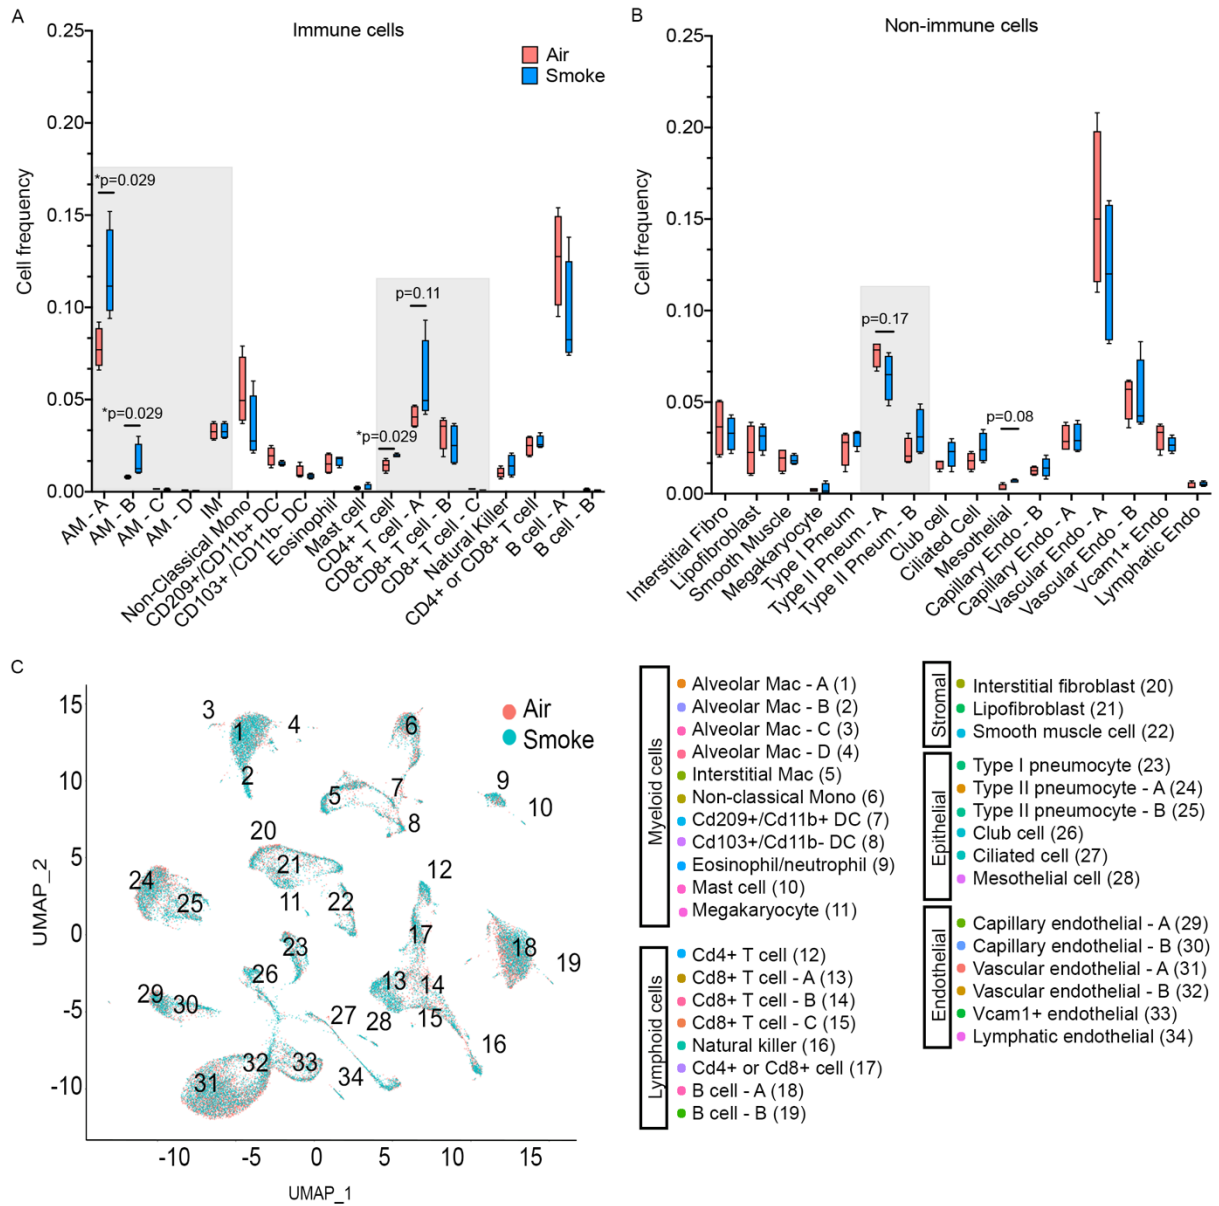

**Figure S2 (A)** Cell frequencies were determined for the epithelial sub-clusters (# of analyzed cells by cell type / total cells) for air and CS groups (n = 4 mice per group, 5,000 cells per mouse). Mean with standard deviation is shown. Statistical analysis using ANOVA with Mann-Whitney test, p-values are noted. **(B)** UMAP clustering of mouse lung cells displayed by exposure (air – red; smoke – teal). Cell clusters are labeled according to the corresponding numbers in figure 1B. (n = 4 mice per group, 5,000 cells per mouse).

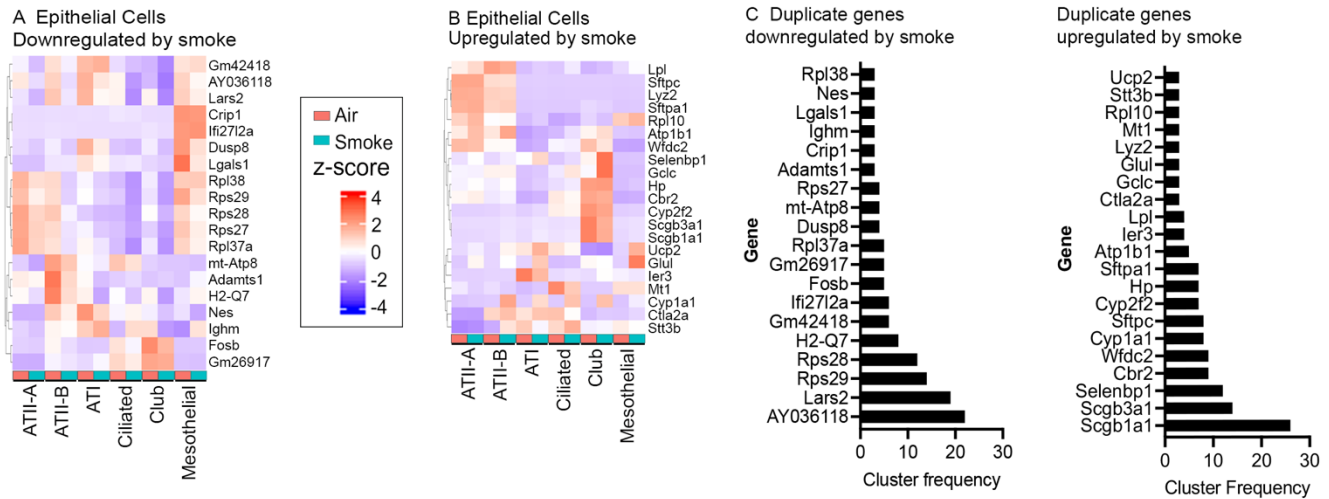

**Figure S3. Numerous genes that are differentially expressed across multiple cell clusters.**

Heat maps of z-scores showing the top 5 duplicate genes (genes present in >2 cell clusters) that are downregulated and upregulated between air and smoke exposure groups for the epithelial cell clusters (A) downregulated by smoke, (B) upregulated by smoke, (C) Numerous genes are differentially expressed in more than 2 cell clusters (up or downregulated). 

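Scgb3a1 was higher in 10 of 11 types in which it could be tested, with an unadjusted p below 0.05 in 9 and an edgeR call in 2. Scgb1a1 was below 0.05 in 18 of its 22 types and called in 1. Of these 18, 2 were lower in CS mice, club-like (log2 fold change -0.68) and ciliated-like cells (-1.15). Selenbp1 was called in 5 of 15. Called in few types, the secretoglobin transcripts were thus higher in nearly all of them.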

The cell cluster frequency reflects the number of clusters (includes all cell types) that a gene is differentially expressed in due to smoke exposure, based on an adjusted p-value < 0.05.

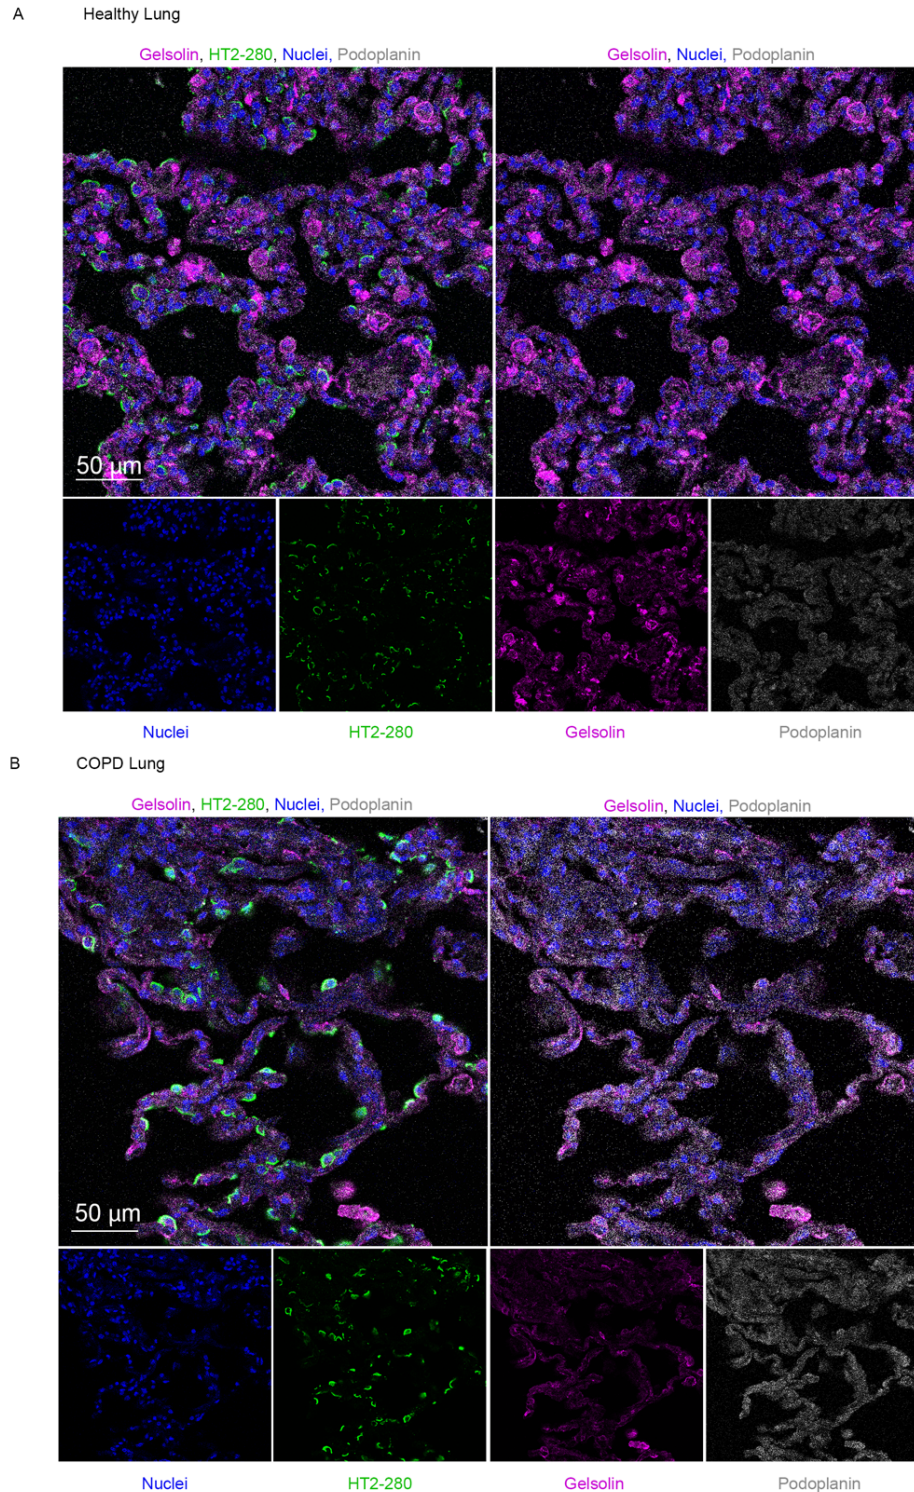

**Figure S4. Human alveolar lung tissue stained for GSN, alveolar type 2 cells and alveolar type 1 cells.** Human lung tissue sections from control subjects (non-smokers) or patients with COPD were stained by IF and imaged on a confocal microscope n=3-4 subjects per group (8 images per subject). Representative images are shown for **(A)** Human non-smoker lung tissue stained for GSN (magenta), HT2-280 (green), podoplanin (grey) and nuclei with Hoescht stain (blue). Scale bars are 50  $\mu$ m. **(B)** Human COPD lung tissue stained for GSN (magenta), HT2-280 (green), podoplanin (grey) and nuclei with Hoescht stain (blue). Scale bars are 50  $\mu$ m.

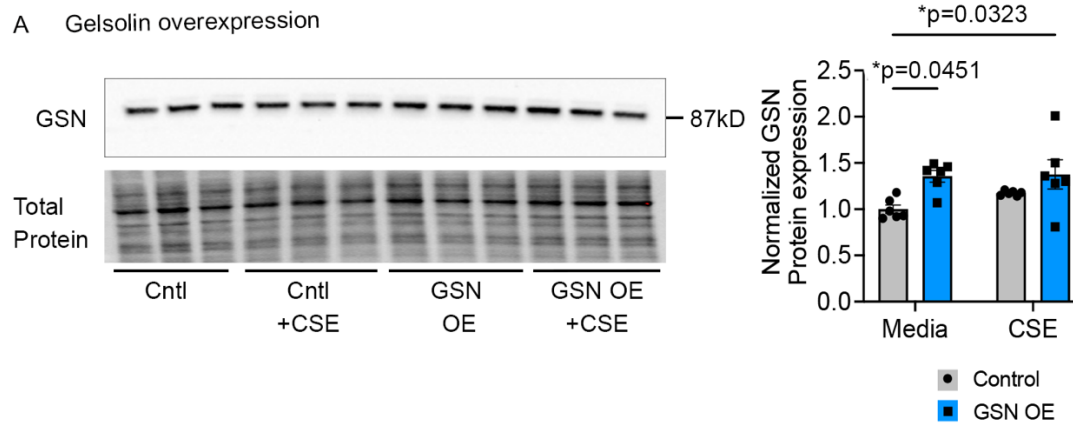

**Figure S5. GSN overexpression (OE) in Beas-2b cells.** (A) Human bronchial epithelial cells (Beas-2b) were treated with cDNA constructs for overexpression of GSN. Cells were also treated with or without 10% CSE for 24 hours prior to cell lysate collection for western blot analysis of GSN. Western blot band intensities were quantified and normalized to total protein. Data represent normalized GSN band intensity  $\pm$  standard error mean (SEM). Statistically significant p-values are noted. Statistics by Student's t-test with Mann-Whitney post-test.

**Table S1. (separate file)**

**Number of differentially expressed genes with an adjusted p-value>0.05 by cell type: non-immune and immune cells.**

**Table S2. (separate file)**

**Top 5 differentially expressed genes by cell type. Unadjusted and adjusted P values are listed.**

# Supplementary material for: Interpretable machine learning uncovers epithelial transcriptional rewiring and a role for Gelsolin in COPD
**Source:** JCI Insight. 2024 Nov 8;9(21):e180239. doi: 10.1172/jci.insight.180239
**Supplement:** Supplemental table 2

Top 5 Downregulated Genes  
Epithelial cells

Top 5 Upregulated Genes  
Epithelial cells

Top 5 Downregulated Genes  
Endothelial and Stromal cells

Top 5 Upregulated Genes  
Endothelial and Stromal cells

Myeloid Immune Cells  
Top 5 Downregulated Genes

Myeloid Immune Cells  
Top 5 Upregulated Genes

Lymphoid Immune Cells  
Top 5 Downregulated Genes

Lymphoid Immune Cells  
Top 5 upregulated genes

How the deposited data were processed for this re-analysis (not part of the article)

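The samples were left lung lobes of 8 female C57BL/6J mice, 4 exposed to room air and 4 to the smoke of 4 cigarettes a day on 5 days a week for 6 months, with 1 single-cell library per mouse. Per the submitters' processing notes, reads were processed with Cell Ranger 5.0.1 against mm10. The values used here are UMI counts per gene and cell as the authors deposited them, 1 filtered matrix per mouse with 32285 genes and 47992 barcodes over the 8 mice. The group of each mouse came from the sample labels. The labels number air mice 1 to 4 and smoke mice 5 to 8, so no mouse of 1 group shares a number with a mouse of the other, and no pairing was used. Neither the labels nor the paper give a library batch. The human data and the cell line experiments of the paper were not analysed here.

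Total UMIs per library ran from 26475023 to 42739227 in air mice and from 29182022 to 52218861 in smoke mice. Cells were kept with more than 200 and fewer than 3000 detected genes and less than 25% mitochondrial UMIs, as the paper states. Counts were scaled to 10000 per cell, log transformed, and reduced to 30 principal components of 2000 variable genes. A graph of 20 nearest neighbours was clustered by the Leiden method at resolution 1. A cluster was named after the marker set that it carried, and the suffix -like marks that the name is rebuilt. Clusters with a mean doublet score over 0.75, a limit set after the clusters were seen, stayed unnamed. Doublet scores came from doublets simulated within each mouse. The number of cells taken as doublets was set by a rate of 0.8% per 1000 cells of a mouse, so it is not a detected amount. Doublets were kept because the paper names no step for them, and their removal was an alternative. Transcript models and positions came from GENCODE vM21 (GRCm38), in which 32158 of the gene identifiers were found.

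Counts were summed per mouse and cell type, with at least 10 cells per mouse and 3 mice per group. They were tested with edgeR 4.0.16 (TMM factors, its expression filter, quasi-likelihood F test) under R 4.3.3. P values were adjusted by Benjamini and Hochberg within each type, with a threshold of 0.05. DESeq2 1.42.0 and a rank sum test over cells, as the paper used (ln fold above 0.1, genes in at least 10% of cells), were alternatives. P values of the test over cells were instead adjusted by Bonferroni over all 32285 genes, a stricter adjustment. Lists of genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01 and with the estimated one. Shares of cells, shares of cells with a UMI after thinning to 1000 UMIs (cells with fewer left out), and co-expression density were compared by two-sided exact permutation over 70 splits of the mice, for which the smallest p is 0.0286. Models used L2 logistic regression in scikit-learn 1.9.0 on 20 components, tested on 16 pairs of held-out mice, with permutation over 35 splits. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

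The genes named in the text follow a rule set before the data were examined, when the paper's own values had been seen: the genes the paper's text and tables name for a type, the 10 with the smallest adjusted p among those past the threshold whose mice do not overlap between groups (5 in non-epithelial types), from 2 to 4 members of each described list, and Gsn, Krt8, Krt18, Sftpc, Epcam, Wdr1 and Cfl1 in each epithelial type. The main settings, 34 gene lists and 111 alternatives were set at the same time, and 24 alternatives were added after the data were seen. The alternatives changed the test, the normalization, the low-count filter, the cell filter, doublets, the resolution, the unit of replication and the mice left out.

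The steps were tested on simulated data. Of 100 genes changed 3-fold edgeR recovered 96 in AT1-like, 100 in AT2-like, 93 in club-like and 91 in ciliated-like sums, and of 100 changed 1.5-fold it recovered 22, 56, 14 and 9. Beside these it called 8, 5, 19 and 7 unchanged genes, and from 5 to 19 over the 12 types, where DESeq2 called 1 to 9. Camera called the changed list in 12 of 12 types and the unchanged list in 0. That check does not show whether the preset correlation is high enough for real lists, whose genes can vary together. In the real data far fewer lists passed with the estimated correlation than with the preset one. The rank sum test recovered 75.5% of 200 genes. The held-out model gave an area under the curve of 0.488 without a shift and 0.754 with a shift of 1 SD. LOVE and SLIDE were not run, and the names Urcqc1 and Eif4a in the paper matched no gene of the annotation. Results for a few items are not reported here.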

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

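The tests of free Selenbp1 RNA, of the Scgb1a1 excess within mice, of the ratio of Cyp2f2 to Scgb1a1, of the upper gene limit, and of glucocorticoid, p53 and clock genes were chosen only after the result was seen.

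More airway genes passed when the cells that the upper gene limit removes were kept. With no upper limit edgeR called 804 genes in club-like and 684 in ciliated-like cells, cells of this kind not being part of the paper's analysis; chance can be excluded for both counts, since the highest of the other splits gave 2 in each. More genes could be tested (11322 and 11385 against 4418 and 5293), and the removed cells were not tested apart. In capillary endothelial-like cells, outside the genes the paper discusses, the aryl hydrocarbon receptor targets Cyp1a1, Nqo1, Tiparp and Nfe2l2 had a median log2 fold change of 1.83. This receptor binds hydrocarbons such as those of smoke.

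In 3 of 8 pairs of types tested for a gene the response differed (two-sided exact p = 0.0286 in each, the smallest that 70 splits can give and not adjusted over the 8). In the other 5, of Scgb1a1, Selenbp1, Cbr2, Krt8 and Cyp1a1, p ran from 0.0857 to 0.971. For Npnt, a basement membrane gene, the change from air to CS mice was higher in AT2-like than in fibroblast-like cells by 1.35. That gap was larger than its rise in AT2-like cells, so no rise in fibroblast-like cells is implied. Mt1, which binds metals, rose in fibroblast-like cells and was lower in AT2-like cells without passing there (-0.89, edgeR adjusted p = 0.0573), a difference of 2.41. Tsc22d3, a glucocorticoid mediator, rose more in AT1-like than in AT2-like cells by 0.887.

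In 24 of 382 groups of 4 mice 1 mouse stood apart from the others by Dixon's ratio, where chance alone would give 19.1, about 1 in 20 groups. For the share of cells with a Gsn UMI these were 52.5% in AT1-like cells of air mouse 1 (others 37.5 to 40.0%), 4.26% in club-like cells of air mouse 2 (others 6.17 to 6.35%) and 10.4% in B cell-like cells of CS mouse 7 (others 6.78 to 7.03%). For log2(CPM + 1) in epithelial cells they were AT1-like Atp1b1 at 6.34 in air mouse 1 (others 6.88 to 6.92), AT1-like Cdkn1a at 6.41 in air mouse 1 (others 5.39 to 5.53), AT1-like Glul at 8.04 in CS mouse 8 (others 8.37 to 8.41), AT1-like Mthfd1 at 8.83 in CS mouse 6 (others 8.22 to 8.32), AT2-like Acot1 at 8.19 in CS mouse 8 (others 8.51 to 8.56), AT2-like Areg at 7.17 in air mouse 1 (others 6.53 to 6.60), AT2-like Smim1 at 6.64 in CS mouse 8 (others 6.86 to 6.89), club-like Cyp1a1 at 2.54 in air mouse 2 (others 0 in each), ciliated-like Gsn at 10.9 in air mouse 3 (others 11.5 to 11.5), ciliated-like Rps28 at 7.03 in CS mouse 5 (others 7.75 to 7.87), ciliated-like Rps29 at 8.62 in CS mouse 8 (others 8.20 to 8.22), mesothelial-like Gstp1 at 9.72 in air mouse 4 (others 9.30 to 9.36) and mesothelial-like Tsc22d3 at 9.02 in CS mouse 5 (others 9.67 to 9.75). In other types they were interstitial macrophage-like Ccl7 at 6.78 in CS mouse 6 (others 7.94 to 8.16), vascular endothelial-like Tiparp at 5.23 in CS mouse 8 (others 5.49 to 5.54), capillary endothelial-like Nqo1 at 4.03 in air mouse 2 (others 2.49 to 2.73), capillary endothelial-like Tsc22d3 at 9.57 in CS mouse 5 (others 9.35 to 9.37), capillary endothelial-like Clk3 at 6.81 in air mouse 4 (others 6.45 to 6.51), capillary endothelial-like Edc3 at 6.55 in CS mouse 8 (others 7.32 to 7.44), fibroblast-like Lox at 7.97 in air mouse 3 (others 7.52 to 7.57) and fibroblast-like Saa3 at 0 in CS mouse 6 (others 6.23 to 6.88). CS mouse 8 stood apart in 6 of these groups and air mouse 1 in 4, the other mice in 1 to 3 each, and no mouse was left out for it.

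Airway secretory transcripts were higher in CS mice on cells that do not make them. The Scgb1a1 difference in AT1-like cells exceeded the largest of 6 types that do not make it by 6.56 UMIs per cell. That is less than the standard error of the AT1-like difference, 10.2. Taken within each mouse over the highest of the 6 types, the excess was higher in CS mice by 9.09, with a standard error of 3.88 (two-sided exact p = 0.0571). It was 11.7 and 13.2 in CS mice 7 and 8 but -0.451 and 0.733 in CS mice 5 and 6, CS mouse 5 lying below air mouse 2 (-0.308). With the mice overlapping, neither comparison decides whether free RNA is the whole source of Scgb1a1. In the same cells Cyp2f2 stood at 1.36 UMIs per 100 of Scgb1a1, within the range of those types, which is consistent with 1 source of both. Free RNA as the whole source is excluded for Selenbp1, whose difference was 1.68 UMIs per cell above theirs. Whether AT1 cells of CS mice make Scgb1a1 stays open, and no biological explanation was tested.

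Short transcripts of ribosomal and respiratory genes were lower in CS mice. Transcript length could account for this: the median of the respiratory genes in AT2-like cells stood at percentile 8.87 of lists matched on length and expression, and the rank correlation of length and fold change over ribosomal genes was 0.465 in AT2-like and 0.449 in B cell-like cells. In ciliated-like cells the upper gene limit may add to it, since the ribosomal median was -0.0444 without the limit. A lower output of ribosomes and mitochondria after smoke stays open, as does a difference in RNA quality between libraries.

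Cdkn1a, Rgcc and Tsc22d3 were higher in AT1-like cells of CS mice. A score of 9 other glucocorticoid genes was higher by 0.744, with all 4 CS mice above all 4 air mice, as stronger glucocorticoid signalling would need. The rise of this list, with Glul and Zbtb16 called up, had been seen before the score was taken, so the score does not set this explanation above the others. A p53 score was higher by 0.116 with overlapping mice, and the day clock genes less their antiphase partners were lower by 0.911 with a wide spread (two-sided exact p = 0.286). Higher p53 activity and a different time of day at collection cannot be told apart from no difference with 4 mice per group. Handling stress and age were not tested.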

How the results depend on the processing

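Without a low-count filter edgeR called 111 genes in AT1-like, 296 in AT2-like, 266 in club-like, 315 in ciliated-like, 13 in mesothelial-like, 157 in alveolar macrophage-like, 231 in interstitial macrophage-like, 177 in nonclassical monocyte-like, 254 in B cell-like, 584 in vascular endothelial-like, 233 in capillary endothelial-like and 423 in fibroblast-like cells. Each was above its main count, and the cause was not tested.

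With doublets removed the counts were 69 in AT1-like, 9 in club-like and 1 in ciliated-like cells, the last 2 with fewer cells and fewer genes tested. Too few mesothelial-like cells were left for a test. Bpifb1 in club-like cells turned to 0.45, Pltp in AT2-like cells to 0.11, Krt18 in ciliated-like cells to -0.20 and the Gsn share in club-like cells to -0.0749.

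With no upper gene limit the counts were 69 in AT1-like, 804 in club-like, 684 in ciliated-like and 6 in mesothelial-like cells, and, added after the data were seen, 3 in nonclassical monocyte-like and 94 in fibroblast-like cells. The AT2-like share turned to 0.474. In ciliated-like cells Cfl1 turned to 0.26, Krt8 to 0.42, Wdr1 to 0.35 and Sftpc to 0.0794. Scgb1a1 in alveolar macrophage-like cells turned to -0.82.

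The rank sum test over cells gave 153 genes in AT2-like, 54 in club-like, 70 in ciliated-like and 1 in mesothelial-like cells, and ln folds of opposite sign for Gsn in ciliated-like (-0.0305) and Scgb1a1 in ciliated-like cells (0.27). At resolution 2 ciliated-like cells had 82 genes. DESeq2 gave 8 in alveolar macrophage-like, 1 in nonclassical monocyte-like and 29 in B cell-like cells.

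With an estimated correlation 2 of 348 list tests passed, against 138 with the preset one. Without thinning the Gsn difference in ciliated-like cells was 3.94, and at 500 UMIs 0.828. At 500 UMIs the B cell-like difference was 1.35 and passed (two-sided exact p = 0.0286).

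Single clusters, added after the clusters were seen, gave 0 genes in AT1-like cluster 15 and 49 in 30, 68 in AT2-like cluster 4, 0 in 24 and 3 in 27, 14 in club-like cluster 28 and 21 in 31, and 2 in ciliated-like cluster 21 and 0 in 32, with fewer cells in each. Clusters 15, 24 and 32, tested with edgeR alone, had 138, 65 and 132 genes at an unadjusted p below 0.05. Within cluster 4 the co-expression difference was 1.23 and no longer passed.

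With each mouse left out the counts ran from 9 to 54 in AT1-like, 42 to 114 in AT2-like, 27 to 337 in club-like, 12 to 340 in ciliated-like, 0 to 1 in mesothelial-like, 0 to 5 in alveolar macrophage-like, 29 to 59 in interstitial macrophage-like, 0 to 14 in nonclassical monocyte-like, 0 to 13 in B cell-like, 138 to 254 in vascular endothelial-like, 47 to 134 in capillary endothelial-like and 33 to 203 in fibroblast-like cells. Share differences ran from 3.79 to 5.30 for alveolar macrophage-like, 0.445 to 0.715 for Gata3+ lymphocyte-like and -1.15 to 0.673 for AT2-like cells. Gsn share differences ran from 2.95 to 7.96 in AT1-like, 0.534 to 2.19 in AT2-like, -0.130 to 3.02 in club-like, -8.02 to -0.883 in ciliated-like and -0.482 to 1.26 in B cell-like cells. In mesothelial-like cells they ran from -5.96 to 0.709 over 4 settings, against 8 in the other types. The co-expression difference ran from 6.26 to 9.11. Single genes turned sign in AT2-like cells, Gsn (-0.0306 without CS mouse 7 to 0.144), Lyz1 (-0.770 to 0.0535 without air mouse 2) and Pltp (-0.646 to 0.0404 without CS mouse 8, and 0.00645 without air mouse 4), and in club-like cells Gsn (-0.363 without CS mouse 6 to 0.617).

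Of 2582 other values of named genes 2567 kept their direction and 15 turned, 0 of them among the 118 called pairs of gene and type by edgeR. The verdict stayed in 2183. Chance can be excluded for the counts in AT1-like (42, highest other split 20), AT2-like (80, 18), club-like (112, 11), ciliated-like (202, 2), interstitial macrophage-like (53, 4), vascular endothelial-like (257, 6), capillary endothelial-like (96, 13) and fibroblast-like cells (158, 4), and in AT2-like sub-cluster 1 (64, 14), where 1 of 35 splits, the real one, was as high. In sub-cluster 3 (3, highest other 2) it was also 1 of 35, but a margin of 1 gene is too small to exclude chance. None of these was adjusted over the types tested. It cannot be excluded in B cell-like cells (7, highest other 16) and sub-cluster 2 (9, 9), with 2 of 35 splits as high. In mesothelial-like (0, 4), alveolar macrophage-like (0, 8) and nonclassical monocyte-like cells (0, 8) all 35 splits were as high. A count of 0 makes this so whatever the data, so the splits decide nothing about chance there. No paired analysis was possible because air mice 1 to 4 and smoke mice 5 to 8 share no replicate number.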

Differences from the paper's values

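The paper's counts of genes come from a test over cells, and those here from a test over mice, with an adjusted p below 0.05. Counts are said to differ where 1 is more than 1.5 times the other. The title of the paper's table of counts gives an adjusted p above 0.05, and it states no fold limit. The paper's AT2 A, AM A, B cell A and vascular A clusters are set against wider types here.

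For AT2 cells the paper's count is 145 (AT2 A) and the value here 80. Of the alternatives set before the data were examined, DESeq2 (106), doublets removed (108), resolution 2 (98), leaving out CS mouse 5 (114) and the test over cells (153) no longer differ. Median-ratio size factors, no low-count filter, no upper gene limit and the other mice left out still do. For ciliated cells the paper's count is 54 and the value here 202. Leaving out CS mouse 6 (54) and the test over cells (70) reach it, and the others, doublets removed (1) among them, do not. For mesothelial cells the paper's count is 1 and the value here 0 by edgeR and by DESeq2, with 105 and 47 genes below an unadjusted p of 0.05. Leaving out CS mouse 6 and the test over cells give 1, and the others do not.

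For alveolar macrophages the paper's count is 132 (AM A) and the value here 0 by edgeR, with 785 genes at an unadjusted p below 0.05 and 8 called by DESeq2. No low-count filter (157) no longer differs, and the test over cells (113), chosen for this type after the values were seen, comes near it and drops 1 of the paper's 10 top genes. For interstitial macrophages the paper's count is 90 and the value here 53, with no alternative set beforehand closing the gap. Doublets removed (76, which drops 0 of the paper's 10 top genes) and the test over cells (82, which drops 2), both chosen for this type after the values were seen, no longer differ. For nonclassical monocytes the paper's count is 96 and the value here 0 by edgeR, with 587 at an unadjusted p below 0.05 and 1 called by DESeq2. For B cells it is 123 (cluster A) and here 7. No alternative set beforehand closes either gap, and the test over cells, chosen for these types after the values were seen, gave 85 and 114 and drops 3 and 0 of the paper's 10 top genes. For vascular endothelial cells the paper's count is 450 (cluster A) and the value here 257. No low-count filter (584) no longer differs, and 424 were called over cells, a test chosen for this type after the values were seen, which drops 0 of the paper's 10 top genes.

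The paper's ln folds in AT2 B, air minus smoke, are set against all AT2-like cells, a wider group. The paper's 0.639 for Klf2 stands against 0.0544 here, 0.510 for Pltp against 0.00594, 0.393 for Atp5md against 0.181, 0.379 for H2-Q6 against 0.125, -0.417 for Adam19 against -0.278, -0.380 for Pon3 against -0.227, -0.362 for Mbip against -0.197 and -0.337 for Col4a3 against -0.201. No alternative set before the data were examined closes any of these. In club cells the paper's 0.587 for Pglyrp1 stands against 0.802, and only doublets removed (0.696) no longer differs. All 10 listed genes lay within the SD over mice in AT2 A, AT1, ciliated and mesothelial cells, against 9 of 10 in club cells and 2 of 10 in AT2 B. In each of these clusters all 10 kept the paper's sign.

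The paper ranks AT2 A first by number of genes, then club, ciliated and mesothelial cells. Here ciliated-like cells (202) stand above club-like (112), AT2-like (80), AT1-like (42) and mesothelial-like cells (0 by edgeR, as given above). AT2-like cells come first with doublets removed (108, then AT1-like 69, club-like 9 and ciliated-like 1), with the test over cells (153) and without air mouse 1 or 2 (52 in each). Club-like cells come first with no upper gene limit (804), at resolution 2 (112) and without CS mouse 5 (214), and AT1-like cells without CS mouse 7 (50).

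The paper's text has CD4 T cells less frequent after smoke. The Gata3+ lymphocyte-like share was 1.33% in air and 1.91% in CS mice here, and Supplemental Figure 2A shows about 0.014 and about 0.020, read by eye. No Cd4 or Cd3 gene was among the leading genes of this cluster. Its detected markers (Ccr8, Gata3, Il1rl1, Rora and Tnfrsf18) are of the set it was named after. They do not show whether it carried Cd4 or Cd3. It is not known to be the paper's cluster. At resolution 2 the T cell-like clusters marked by Cd4 went both ways, 429 air and 306 CS cells in 1 and 338 and 551 in another. For alveolar macrophages the direction of the shares is the same in the paper and here.

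Genes the paper gives as changed did not all pass. In AT1-like cells these are Tomm7 (-0.69, edgeR adjusted p = 0.0628, called with no low-count filter, doublets removed and cells as replicates), Sftpb (0.70, edgeR adjusted p = 0.438, called with doublets removed), Scgb3a2 (0.92, edgeR adjusted p = 0.260, called with no low-count filter) and Scgb3a1 (1.74, edgeR adjusted p = 0.0767, called with no low-count filter, doublets removed, cells as replicates and 2 of 8 fits without 1 mouse). For AT2 A they are Mt1 (-0.89, edgeR adjusted p = 0.0573, called with no low-count filter, doublets removed, resolution 2, cells as replicates and 3 of 8 fits without 1 mouse), Lyz1 (-0.54, edgeR adjusted p = 0.452, called with no low-count filter), Scd1 (-0.30, edgeR adjusted p = 0.349, called with no low-count filter and cells as replicates) and Elovl1 (-0.35, edgeR adjusted p = 0.0749, called with DESeq2, no low-count filter and cells as replicates). For AT2 B they are Rpl41 (-0.34, edgeR adjusted p = 0.104, called with DESeq2, no low-count filter, cells as replicates and 1 of 8 fits without 1 mouse), Klf2 (-0.43, edgeR adjusted p = 0.486, called in no setting run), Pltp (-0.27, edgeR adjusted p = 0.835, called in no setting run), H2-Q6 (-0.60, edgeR adjusted p = 0.135, called with no low-count filter), Ndufa3 (-0.39, edgeR adjusted p = 0.0775, called with DESeq2, no low-count filter and cells as replicates), Cox7c (-0.34, edgeR adjusted p = 0.0573, called with DESeq2, no low-count filter, doublets removed, cells as replicates and 1 of 8 fits without 1 mouse), Atp5md (-0.28, edgeR adjusted p = 0.109, called with DESeq2, no low-count filter and cells as replicates), Adam19 (0.28, edgeR adjusted p = 0.123, called in no setting run), Pon3 (0.32, edgeR adjusted p = 0.0628, called with DESeq2, no low-count filter and 1 of 8 fits without 1 mouse) and Mbip (0.25, edgeR adjusted p = 0.207, called in no setting run). Across AT2 clusters they are Scgb1a1 (0.70, edgeR adjusted p = 0.180, called with no low-count filter, doublets removed, cells as replicates and 1 of 8 fits without 1 mouse), Scgb3a1 (1.86, edgeR adjusted p = 0.0619, called with no low-count filter, doublets removed, resolution 2, cells as replicates and 1 of 8 fits without 1 mouse) and Cyp2f2 (0.29, edgeR adjusted p = 0.315, called with doublets removed). In club-like cells it is Rpl37 (-0.95, edgeR adjusted p = 0.0652, called with DESeq2, no low-count filter, no upper gene limit, cells as replicates and 2 of 8 fits without 1 mouse), and in ciliated-like cells Swi5 (-0.79, edgeR adjusted p = 0.0539, called with DESeq2, cells as replicates and 2 of 8 fits without 1 mouse), Resf1 (0.65, edgeR adjusted p = 0.107, called with no upper gene limit and cells as replicates), Sftpc (-2.42, edgeR adjusted p = 0.0550, called with no low-count filter and 1 of 8 fits without 1 mouse), Scgb1a1 (-1.15, edgeR adjusted p = 0.194, called with cells as replicates in the opposite direction (ln fold 0.27) and 1 of 8 fits without 1 mouse) and Selenbp1 (0.75, edgeR adjusted p = 0.0602, called with no upper gene limit and cells as replicates).

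A figure legend states that Gsn goes up in ciliated cells of mice exposed to smoke. Here its log2 fold change was 0.35 (edgeR adjusted p = 0.526) and its share of cells was 59.3% and 55.5% at 1000 UMIs (two-sided exact p = 0.514) and 58.4% and 62.3% without thinning (exact p = 0.429). The paper's text also gives similar percentages. The paper has the epithelial network less complex after smoke, while the share of correlated gene pairs was higher by 7.93 percentage points (two-sided exact p = 0.0286), by another measure than the paper's. The paper has each model tell the groups apart. In held-out mice the AT1-like model had a permutation p of 0.0571 and the AT2 list in ciliated-like cells 0.0857, and with cells of 1 mouse on both sides their areas were 0.776 and 0.769.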

Other observations

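Gene expression differed beyond the epithelium as well. In vascular endothelial-like cells Cyp1a1 rose (log2 fold change 5.41, edgeR adjusted p = 0.00615), with Tiparp, which shuts the aryl hydrocarbon receptor off (log2 fold change 0.77, edgeR adjusted p = 0.00661), and Nfe2l2, the antioxidant regulator NRF2 (log2 fold change 0.79, edgeR adjusted p = 8.2e-05). Edn1, a vasoconstrictor, rose (log2 fold change 1.22, edgeR adjusted p = 0.00120), and Nr4a1, an immediate early gene, fell (log2 fold change -1.82, edgeR adjusted p = 0.00227). Capillary endothelial-like cells shared Nqo1 (log2 fold change 2.36, edgeR adjusted p = 9.64e-04) and Cdkn1a (log2 fold change 0.64, edgeR adjusted p = 0.00218), and the receptor's targets passed as a list in them (4 of 4 called up, 4 over the list alone, median 1.83, camera adjusted p = 5.5e-13, 0.0296 with an estimated correlation). Fibroblast-like cells, which build the matrix, raised the metallothioneins Mt1 (log2 fold change 1.59, edgeR adjusted p = 1.7e-05) and Mt2 (log2 fold change 2.27, edgeR adjusted p = 1.9e-08), the collagen cross-linker Lox (log2 fold change 1.08, edgeR adjusted p = 3.95e-04) and the protease inhibitor Timp1 (log2 fold change 1.33, edgeR adjusted p = 0.00140, 0.269 with no upper gene limit).

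Interstitial macrophage-like cells raised the chemokines Ccl7 (log2 fold change 1.14, edgeR adjusted p = 0.00362), Cxcl13 (log2 fold change 1.64, edgeR adjusted p = 0.0113, 0.0811 without air mouse 2, 0.0770 by DESeq2) and Ccl6 (log2 fold change 0.78, edgeR adjusted p = 0.0155, 0.0879 without air mouse 2, 0.0518 by DESeq2), which draw monocytes and B cells, and the cytokine list passed at the preset correlation (4 of 12 called up, 5 over the list alone, median 0.49, camera adjusted p = 5.8e-05, 0.0840 with an estimated correlation). Mmp12, an elastase of macrophages, fell in them (log2 fold change -0.93, edgeR adjusted p = 0.00492). Interstitial macrophage-like cells split at resolution 2 into a cluster led by Mmp12 (461 air, 365 CS cells) and another led by Folr2 (211 air, 261 CS cells). The latter had Cxcl13 and Ccl7 among its leading genes. Genes were not tested within these clusters, so a change in their mix may add to the differences. Nonclassical monocyte-like cells, where 0 genes passed by edgeR (587 at an unadjusted p below 0.05, 1 by DESeq2), were lower in interferon genes as a list (0 of 15 called down, 8 over the list alone, median -0.53, camera adjusted p = 3.5e-11, 0.255 with an estimated correlation). At resolution 2 a classical monocyte-like cluster of 288 air and 142 CS cells parted from them, and the list was not tested apart from it.

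The paper's reading of the smoke network as less complex led to the expectation of fewer correlated gene pairs, set as a test before the result was seen. The share was instead higher by 7.93 percentage points, so a lower density is excluded for this measure, and the difference fell to 1.23 within AT2-like cluster 4. A candidate explanation is a wider mix of cell states among epithelial cells of CS mice, which was not tested. The cells of cluster 4 were drawn in smaller number (234 against 427 per mouse). That lets more unrelated pairs pass 0.1 by sampling alone, so the fall to 1.23 does not bear on this explanation. No other type or cluster was run.

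Glucocorticoid-responsive genes were higher in AT1-like, fibroblast-like (5 of 13 called up, 6 over the list alone, median 0.51, camera adjusted p = 1.9e-13, 0.0836 with an estimated correlation) and capillary endothelial-like cells (4 of 10 called up, 5 over the list alone, median 0.62, camera adjusted p = 4.5e-10, 0.160 with an estimated correlation). Whether Tsc22d3 and Glul mark hormone from the stress of restraint and smoke or a local response was not tested here.

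With no upper gene limit, ciliated-like cells raised the simple epithelial keratins Krt8 (0.42), Krt7 (0.92, edgeR adjusted p = 0.00192) and Krt19 (0.76, edgeR adjusted p = 0.00197), and Wdr1 and Cfl1, which act with gelsolin on actin, while Gsn stayed level. The actin regulator list was lost with an estimated correlation (camera adjusted p = 0.384), and cells above the paper's limit were not tested apart.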
